# Genes regulated by estrogen in breast tumor cells *in vitro *are similarly regulated *in vivo *in tumor xenografts and human breast tumors

**DOI:** 10.1186/gb-2006-7-4-r28

**Published:** 2006-04-07

**Authors:** Chad J Creighton, Kevin E Cordero, Jose M Larios, Rebecca S Miller, Michael D Johnson, Arul M Chinnaiyan, Marc E Lippman, James M Rae

## Abstract

**Background:**

Estrogen plays a central role in breast cancer pathogenesis. Although many studies have characterized the estrogen regulation of genes using *in vitro *cell culture models by global mRNA expression profiling, it is not clear whether these genes are similarly regulated *in vivo *or how they might be coordinately expressed in primary human tumors.

**Results:**

We generated DNA microarray-based gene expression profiles from three estrogen receptor α (ERα)-positive breast cancer cell lines stimulated by 17β-estradiol (E2) *in vitro *over a time course, as well as from MCF-7 cells grown as xenografts in ovariectomized athymic nude mice with E2 supplementation and after its withdrawal. When the patterns of genes regulated by E2 *in vitro *were compared to those obtained from xenografts, we found a remarkable overlap (over 40%) of genes regulated by E2 in both contexts. These patterns were compared to those obtained from published clinical data sets. We show that, as a group, E2-regulated genes from our preclinical models were co-expressed with ERα in a panel of ERα+ breast tumor mRNA profiles, when corrections were made for patient age, as well as with progesterone receptor. Furthermore, the E2-regulated genes were significantly enriched for transcriptional targets of the *myc *oncogene and were found to be coordinately expressed with Myc in human tumors.

**Conclusion:**

Our results provide significant validation of a widely used *in vitro *model of estrogen signaling as being pathologically relevant to breast cancers *in vivo*.

## Abstract 2

Estrogen-regulated gene expression profiles of *in vivo *breast tumor cell lines and *in vitro *xenografts and breast tumors are remarkably similar.

## Background

Estrogenic hormones are key regulators of growth, differentiation, and function in a wide array of target tissues, including the male and female reproductive tracts, mammary gland, and skeletal and cardiovascular systems. Many of the effects of estrogens are mediated via their nuclear receptors, estrogen receptor (ER)α and ERβ. The estrogen receptors mediate a number of effects within the cell, mainly by altering the transcription of genes via direct interaction with their promoters or through binding to other proteins, which in turn interact with and regulate gene promoters [1]. It has been well-established that estrogen plays a significant role in breast cancer development and progression [2]. Increased lifetime exposure to estrogen is a factor in breast cancer risk [3], and drugs that block the effects of estrogen can inhibit the growth of hormone dependent breast cancers and prevent breast cancer [4].

Although much is known about the role of estrogen signaling in breast cancer proliferation, it is still not known which genes are critical for breast pathogenesis. One goal that would help our understanding of the role of estrogen in breast cancer is to characterize the ERα-mediated transcriptional regulatory network. Several studies have been published using DNA microarrays to identify ERα-regulated genes by monitoring the global mRNA expression patterns in breast cancer cells stimulated by estrogen [5-11]. Beyond cataloging the individual genes in the ERα gene network, much could be discovered by considering the gene expression patterns as a whole and how patterns of estrogen regulation may relate to patterns obtained from mRNA profiling studies of other experimental systems and of human tumors. In particular, we examine here how estrogen-induced mRNA expression patterns observed in *in vitro *cell line models correspond to expression patterns in breast tumors *in vivo*, especially in ERα+ breast tumors. We also show how the transcriptional program of estrogen response *in vitro *is observed in large part in an *in vivo *xenograft experimental model. Furthermore, we show an enrichment of estrogen signaling target genes for genes transcriptionally activated by the *myc *oncogene.

## Results

### The global gene expression profile of estrogen response in multiple breast cell lines shows temporal complexity

We studied the gene expression patterns induced in three separate ERα-positive, estrogen dependent breast cancer cell lines (MCF-7, T47D and BT-474) grown in steroid-depleted medium or in the presence of 17β-estradiol (E2). After treatment for intervals varying from 1 to 24 hours, total RNA was extracted from the cells (MCF-7, 10 different RNA samples in total; T47D, 14 samples in total; BT-474, 10 samples in total) and analyzed using Affymetrix Genechip Arrays representing 22,283 mRNA transcripts (12,768 unique named genes). 

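MCF-7, T47D and BT-474 are breast cancer cell lines that carry ERα, and 39 of their culture arrays had values. MCF-7 had 13 arrays, T47D 14 and BT-474 12, with 2 arrays of each line at 0, 2, 4, 8, 12 and 24 h of E2, 2 of T47D at 1 h and 1 of MCF-7 at 1 h. The 30 arrays at 0, 4, 8, 12 and 24 h were compared here, 6 at each time. Arrays taken at 1 and 2 h were kept for a separate comparison. The authors' deposited log2 signals differ in level between MCF-7 and the other lines, and every E2 effect was measured within a line. In BT-474 the 0 h arrays carry titles of another array series than the later arrays. Changes of BT-474 from 0 h can therefore not be told apart from an effect of the series. MCF-7 arrays had medians of 7.281 to 7.478, T47D arrays of 5.502 to 5.791 and BT-474 arrays of 5.595 to 5.766. Within a line any pair of arrays correlated at 0.9173 or more. Cultures with E2 were compared with the 0 h cultures in limma with the cell line as a factor. P was adjusted by the Benjamini-Hochberg method over 22,215 shared probe sets. The arrays hold no culture without E2 at the later times. In each culture change an effect of E2 can therefore not be told apart from one of time in culture or handling. Differences are given as log2 with their standard error (SE).

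GAPDH and ACTB have control probe sets near the 3' end and near the 5' end of the transcript, and a high 3' signal beside a low 5' signal is a sign of broken RNA or incomplete labeling. T47D at 0 h had 3' minus 5' differences of 6.68 for GAPDH and 7.76 for ACTB on replicate 1, and 0.93 and 2.00 on replicate 2. An MCF-7 array at 2 h had 6.53 and 5.92, and a BT-474 array at 2 h 2.72 and 6.20. GAPDH on the other culture arrays lay between -0.06 and 0.68 and ACTB between -0.98 and 1.05. T47D controls were thus the only arrays among the 30 compared that had high differences. Whether arrays of the same line and time came from separate cultures is not given in the sources used here. All p-values measure only the spread between these samples, and the part within a line and time may be technical. Differences between lines in their response also enter the spread of the fit over 3 lines. That fit counts the 2 arrays of a line and time as independent, while a response common to the lines rests on 3 lines.

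**Figure D1:**
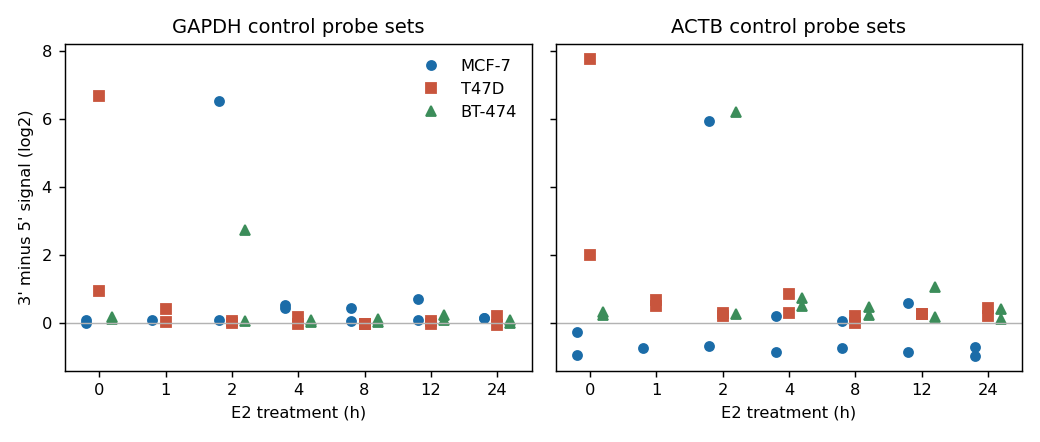
Difference between the 3' and 5' control probe sets (log2) of GAPDH and ACTB against hours of E2 in MCF-7, T47D and BT-474 cultures, where each point is an array. Points far above the others are a T47D array at 0 h (6.68 and 7.76), an MCF-7 array at 2 h (6.53 and 5.92) and a BT-474 array at 2 h (2.72 and 6.20).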

We sought genes with expression patterns common to all three cell lines that were correlated with the proliferative behavior of the cells in response to E2 treatment. Expression values within each cell line were first transformed to standard deviations from the mean, in order to compensate for cell line-specific, but not E2-specific, differences. As observed elsewhere [7], we anticipated that E2-induced mRNA expression changes would be temporally complex, occurring at various time points, and so as an initial selection for differentially expressed genes, we compared the 4, 8, 12, and 24 hour time points across all three cell lines with the 0 time point of E2 treatment. Genes that showed significant up- or down-regulation (*p *< 0.01) for at least one time point were selected for further analysis; 1,989 transcripts (representing 1,592 unique named genes) showed up-regulation and 1,516 transcripts (1,277 genes) were down-regulated (the complete list is provided in Additional data file 1).

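MYC showed the largest rise after 4 h of E2, by 3.12 (SE 0.37, adjusted p = 1.62e-05), followed by the chemokine gene CXCL12 (2.69, SE 0.44, 0.000971), CYP1A1 (2.52, SE 0.61, 0.0288), GREB1 (2.42, SE 0.17, 1.84e-09) and CYP1B1 (2.42, SE 0.27, 1.1e-05). UGCG (1.87), MYBL1 (1.73), HSPB8 (1.67), STC2 (1.59) and THBS1 (1.45) came next. BAMBI, a decoy receptor for TGF-β family ligands, fell by 0.94 (SE 0.13, adjusted p = 0.000102), CCNG2 by 0.88 (SE 0.18, 0.0094), ARID5B by 0.77 and PPFIBP2 by 0.74, ahead of SH3BP4 (-0.73), BIK (-0.69), HILPDA (-0.69), DYRK1B (-0.64), PDLIM7 (-0.63) and BLNK (-0.57). At 24 h CXCL12 led with a rise of 3.41 (SE 0.44, adjusted p = 2.25e-05), beside MYC, GREB1 (3.03, SE 0.17, 9.08e-12), TOP2A (2.48, SE 0.56, 0.00563), TFF1 (2.10, SE 0.24, 5.22e-06), OLFM1 (2.09), PGR, MYBL1 (2.02), CA12 (2.01) and NUSAP1 (1.96). Cytokine receptor gene IL1R1 fell most at 24 h, by 1.48 (SE 0.20, adjusted p = 4.76e-05), then CEACAM6 (-1.40), ATXN1 (-1.30), LGALS8 (-1.25), YPEL5 (-1.23), BTG1 (-1.22), EPAS1 (-1.22), DKK1 (-1.19), CAMK2N1 (-1.17) and ANXA3 (-1.15). These genes had the largest changes among bright probe sets that moved the same way in each of the 3 lines, with 6 arrays against 6.

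Probe sets past adjusted p 0.05 numbered 260 up and 68 down at 4 h, 641 and 245 at 8 h, 307 and 295 at 12 h, and 1067 and 919 at 24 h. Unadjusted p under 0.01 at any of these times was reached by 2613 probe sets upward (1887 genes) and 1993 downward (1554 genes). Rises made up 79.3 % of the calls at 4 h, 72.3 % at 8 h and 53.7 % at 24 h, and 58.3 %, 45.6 % and 40.7 % after quantile normalization within each line. A list of 27 genes known to be induced by estrogen, written down from general knowledge, had a median change of 0.74 at 4 h and 0.89 at 24 h (camera adjusted p = 2.35e-25 and 7.42e-26). All-probe adjustment called 12 of them up at 4 h and 20 at 24 h, and adjusted over the list alone the counts were 21 and 25. SIAH2 rose by 1.27 at 24 h (SE 0.12, 2.52e-07), RARA by 1.06 (SE 0.13, 1.18e-05) and, at 4 h, ADCY9 by 1.03 (SE 0.17, 0.000902). Of 10 genes known to fall with estrogen, 7 fell at 24 h (7 also adjusted over the list alone, median -0.64, 8.31e-08), among them EFNA1 (-1.07, SE 0.17, 0.000241), CCNG2 (-0.97, SE 0.17) and TGFB3 (-0.59, SE 0.11). The same list at 4 h had 2 falls (5 adjusted over the list alone, median -0.29, 0.00258), a call lost with adjusted p = 0.187 with an estimated correlation.

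Without T47D, whose 0 h arrays had the high 3' to 5' differences, 83 probe sets were called up and 58 down at 4 h, 101 and 23 at 8 h, 85 and 243 at 12 h, and 250 and 667 at 24 h, so that falls were then more numerous than rises at 12 and 24 h. UGCG (0.79), THBS1 (0.66) and NUSAP1 (0.70) were no longer called without that line.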

As we tested about 22,000 genes for significance of expression, many genes may give a nominally significant *p *value by chance alone. 

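SIAH2, RARA, TFF1, IL1R1 and YPEL5 were among the 4606 probe sets past unadjusted p 0.01 at any time in limma, and none of the 4606 passed upward at 1 time and downward at another. When the time labels were exchanged within each line 99 times, the median count was 452 and the mean 673.7, which is 9.81 % and 14.6 % of the real count. The largest count among the exchanges was 3981. With the methods' t-test on standard deviations from the mean of each line, 1972 probe sets passed upward, 1498 downward and 5 in both directions. Here the exchanged labels gave a median of 21.4 % and a mean of 27.2 % of the real count of 3465. Their largest count, 3594, was above the real one.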

Permutation of the sample labels indicated that on the order of 25% of the 3,501 transcripts (4 transcripts of the 1,989 that showed up-regulation at one time point also showed down-regulation at another time point) selected by our above criteria might be spurious. Alternatively, we might have used a significance threshold of *p *< 0.001 instead of 0.01, which yielded 1,172 significant transcripts with 9% expected false discovery rate (FDR). 

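PMAIP1, which encodes the death-promoting protein NOXA, rose by 1.29 at 4 h (SE 0.21, adjusted p = 0.00111) and by 1.57 at 24 h (SE 0.21, 5.01e-05). BIRC5 (survivin) rose by 0.87 at 24 h (SE 0.16, 0.000976), while BIK, whose product promotes death, fell by 0.76 (SE 0.13, 0.000385) and BIRC2, an inhibitor of apoptosis, by 0.47 (SE 0.10, 0.00456). The list of 20 apoptosis regulators that holds these genes moved neither way as a set at 24 h (median 0.05, camera adjusted p = 0.892), while fry, which also tests moves in either direction, gave a mixed adjusted p of 4.77e-16. Of its genes 2 rose and 2 fell (3 and 4 adjusted over the list alone).

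Unadjusted p under 0.001 at any time was reached by 966 probe sets upward and 716 downward. Label exchanges gave a median of 26 and a mean of 69.21, or 1.55 % and 4.11 % of the 1682. With the methods' t-test 1199 probe sets passed, and the mean of the exchanges was 9.8 % of that count.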

Specifying criteria for selecting a statistically significant set of genes is a balance between false negatives and false positives. Our approach was to use the less stringent threshold of *p *< 0.01, yielding fewer false negatives. As described below, we integrated our gene sets with results from other mRNA profile datasets, which could add more significance to a given gene that may have only nominal significance in our initial dataset.

We clustered the 3,501 putative E2 transcriptional targets using a supervised method whereby each transcript was assigned to one of the following expression patterns of interest: transcripts induced or repressed early (within 4 hours) but that return to baseline expression before 24 hours (Figure 1a, clusters A and E, respectively); transcripts induced or repressed early (within 4 hours), but with sustained induction or repression through 24 hours (clusters B and F); transcripts induced or repressed through 24 hours beginning at intermediate time points (around 8 hours; clusters C and G); and transcripts induced or repressed beginning at later time points (12 to 24 hours; clusters D and H). 

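CYP1A1, CYP1B1 and RET, in cluster A, belong to a profile whose mean change was 0.43 at 4 h and 0.12 at 24 h (SD between 6 arrays 0.198 and 0.206). Cluster B, with MYC, GREB1, MYB and TFF1, stood at 0.48 at 4 h, 0.56 at 8 h, 0.47 at 12 h and 0.52 at 24 h. AURKB, TPX2 and FKBP4 lie in cluster C, which went from 0.23 at 4 h to 0.47 at 8 h and 0.57 at 24 h, and MCM2, CDC20 and PDZK1 in cluster D, which went from 0.09 at 4 h to 0.21 at 12 h and 0.41 at 24 h (SD 0.175). On the repressed side cluster E stood at -0.24 at 4 h and -0.05 at 24 h. IL1R1, DKK1, BAMBI and ARID5B are in cluster F, which moved from -0.31 at 4 h to -0.40 at 24 h (SD 0.0846). YPEL5 is in cluster G, with -0.12 at 4 h, -0.33 at 8 h and -0.49 at 24 h. Cluster H, with LGALS8, EPAS1 and ANXA3, moved from -0.08 at 4 h to -0.33 at 12 h and -0.53 at 24 h.

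In T47D cluster B was 0.90 above 0 h at 24 h, in BT-474 0.43 and in MCF-7 0.24, and cluster C 1.08, 0.29 and 0.35. MCF-7 showed the deepest fall of cluster H, by 0.77, beside 0.54 in T47D and 0.29 in BT-474. Cluster A at 24 h was at -0.12 in MCF-7 and at 0.34 in T47D. MCF-7 was on another array type, and its sizes of change may not be on the scale of the other lines. All 8 clusters were chosen on these same arrays, so their profiles are a description and not independent evidence.

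**Figure D2:**
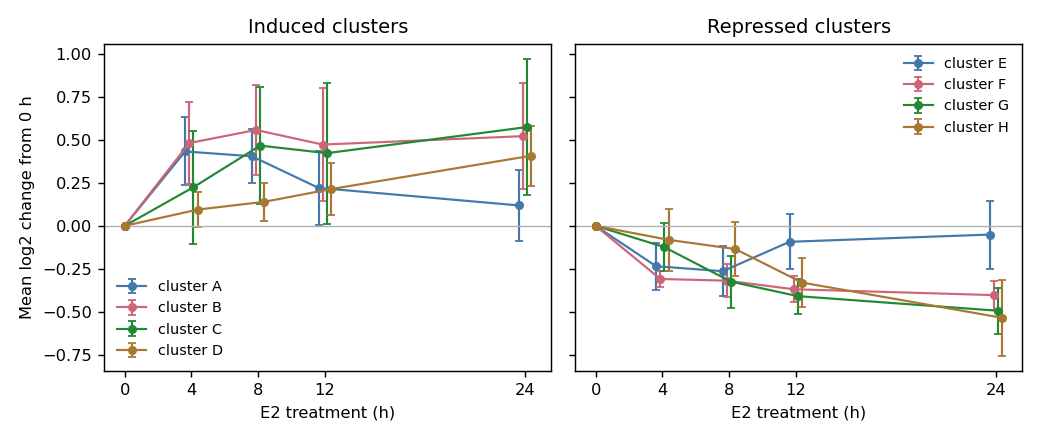
Mean change from 0 h (log2) of the transcripts of induced clusters A to D and repressed clusters E to H against hours of E2, where points are means over 3 lines and bars the SD between 6 arrays. Cluster B is at 0.48 at 4 h and 0.52 at 24 h, cluster D at 0.09 and 0.41, and cluster H at -0.08 and -0.53.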

Nearly all of the transcripts could be assigned to one of these eight clusters (four clusters for the up-regulated genes, four for the down-regulated genes). One set of genes that did not fall into the above clusters showed up- or down-regulation at only the 8 hour time point (Figure 1a), though these genes were relatively few and no interesting patterns were found for them with respect to other profile datasets examined (described below). The clustering pattern was visualized as a color matrix (Figure 1a), with genes in the rows and experiments in the columns, and with yellow representing high expression and blue representing low expression.

We examined each of the eight E2-regulated gene clusters for significantly enriched (that is, over-represented) Gene Ontology (GO) annotation terms [12] for clues as to the processes that may underlie the coordinate expression of these genes. In the cluster 'B' genes (Figure 1a), representing 636 unique named genes (750 transcripts) induced early with sustained induction by E2, significant GO terms (*q*-value < 0.02) included terms related to ribosomal function and RNA and protein processing, including 'ribosome biogenesis' (14 genes found out of 34 represented in the entire set of profiled genes), 'RNA metabolism' (28/212), and 'protein folding' (19/145), as well as 133 genes with 'nucleic acid binding' function (1,907 total). 

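RRS1, BYSL, NOP16 and NIP7, whose products build ribosome subunits in the nucleolus, rose within 4 h by 0.59 (SE 0.10, adjusted p = 0.00133), 0.64 (SE 0.13, 0.0102), 0.88 (SE 0.16, 0.00201) and 0.97 (SE 0.20, 0.0114). MRTO4 stood at 0.51 at 4 h and 0.85 at 24 h (SE 0.13, 0.000179), and NHP2 at 0.50 at 24 h (SE 0.08, 0.000266). Of 22 ribosome biogenesis genes 8 rose at 4 h and 13 at 24 h (17 and 18 adjusted over the list alone), none fell, and the medians were 0.43 at both times (camera adjusted p = 7.93e-15 and 8.64e-12). Cluster B held 14 of the 22, where 1.08 would be expected (one-sided Fisher exact test, adjusted p = 6.27e-12). Without T47D 2 ribosome genes were called at 4 h and 5 at 24 h (9 and 12 adjusted over the list alone, medians 0.33 and 0.34, camera adjusted p = 2.76e-08 and 1.44e-07, and adjusted p = 0.0835 and 0.0836 with an estimated correlation).

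Of 23 chaperone genes limma called 0 at 4 h and 9 up at 24 h (0 and 14 adjusted over the list alone). At 24 h TRAP1 rose by 0.72 (SE 0.10, 6.31e-05), FKBP4 by 0.95 (SE 0.14, 7.27e-05) and CCT7 by 0.57 (SE 0.12, 0.00308). Camera adjusted p of the protein folding chaperones was 0.0156 at 4 h and 1.45e-07 at 24 h, and adjusted p = 0.652 and 0.115 with an estimated correlation. Without T47D these genes had camera adjusted p = 0.82 at 4 h and 0.00155 at 24 h, with 3 called up at 24 h, and the 24 h call was lost at adjusted p = 0.234 with an estimated correlation. CCT5, CCT6A and PPIF were their only members in cluster B (adjusted p = 0.64).

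Known MYC-induced genes gave 3 rises at 4 h and 13 at 24 h of 23 (6 and 17 adjusted over the list alone, medians 0.25 and 0.40, camera adjusted p = 1.41e-05 and 8.64e-12), with GART at 0.79 (SE 0.13, 0.000399) and SHMT2 at 0.81 (SE 0.14, 0.000432) at 24 h and ODC1 at 0.60 at 4 h (SE 0.14, 0.0204). Their 4 h call was lost at adjusted p = 0.275 with an estimated correlation, and at 0.131 without T47D, where 1 gene was called at 4 h and 3 at 24 h. Cluster B held 9 of them (adjusted p = 1.59e-05) and cluster C 11 (3.14e-11), and their list shares 6 genes with the ribosome list, RRS1 and MRTO4 among them. The estrogen-induced list had 20 of its 27 genes in cluster B (4.31e-19), known biology for E2.

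NRIP1, PGR, RARA, THRB and VDR, from the 13 hormone receptors and coregulators, were in cluster B (adjusted p = 0.00403). That list moved neither way as a set at 24 h (median 0.02, 0.861), with 3 genes up, NRIP1 among those up already at 4 h (0.72, SE 0.17, 0.0302), and 3 down (5 and 3 adjusted over the list alone), where CITED2 fell by 0.91 (SE 0.18, 0.00205) and the glucocorticoid receptor gene NR3C1 by 0.72 (SE 0.17, 0.00691).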

For the cluster 'E' genes (363 unique, 411 transcripts; repressed at 4 hours but returning to baseline by 24 hours), significant GO terms included 'transcription factor activity' (39/658), 'development' (60/1275), and 'cell adhesion' (27/452). Cluster 'H' genes (repressed at 12 to 24 hours) were enriched for genes located in the 'Golgi apparatus' (30/274). 

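GCC2 fell by 0.89 after 24 h of E2 (SE 0.16, adjusted p = 0.000807), GOLGA3 by 0.42 (SE 0.09, 0.00378) and GOLGB1 by 0.54 (SE 0.13, 0.00853), and all 3 encode golgins, coiled-coil proteins that tether vesicles at the Golgi. MAN1A1, which trims N-glycans, rose by 1.04 (SE 0.25, 0.00832), and GOLM1 by 0.65 (SE 0.16, 0.0104). Among 29 Golgi residents 9 fell and 2 rose at 24 h (13 and 3 adjusted over the list alone), with a median of -0.21 (camera adjusted p = 0.00216, and adjusted p = 0.194 with an estimated correlation). Cluster H held GALNT1, GCC2, GOLGA1, GOLGA3, GOLGA5, GOLGB1 and MAN1A2, 7 of the 29 where 1.01 would be expected (Fisher exact test, adjusted p = 0.000809).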

No significant GO terms were found for cluster 'A' genes (induced early but returning to baseline by 24 hours; 385 unique, 435 transcripts), cluster 'F' genes (repressed at 4 hours; 273 unique, 308 transcripts), or cluster 'G' genes (repressed at 8 hours; 146 unique, 157 transcripts).

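MCM3, MCM4, MCM6 and MCM7, subunits of the helicase that opens DNA for replication, were in cluster C together with CDC6, FEN1, MCM10, POLE2, RFC2, RFC3 and TYMS, 11 of 35 listed replication genes where 0.79 would be expected (Fisher exact test, adjusted p = 5.71e-09). The mitotic kinase genes AURKA, AURKB, BUB1 and BUB1B were there too, with CCNA2, KIF2C, MKI67 and TPX2, 8 of 31 listed mitosis genes (0.7 expected, 8.55e-06). In cluster D were 13 replication genes (0.875 expected), CDC25A, CDC45, CDT1, CHAF1A, E2F1, GINS2, MCM2, ORC1, POLA2, POLD1, PRIM1, RRM2 and TK1. It also held the mitosis genes AURKA, CDC20, CDC25C, CDK1, FOXM1, KIF2C, MKI67, NDC80, NUSAP1, PRC1 and TOP2A, 11 where 0.775 would be expected, without a test because only 380 of its 381 transcripts could be read. AURKA, KIF2C and MKI67 had probe sets in both clusters.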

For the cluster 'C' genes (302 unique, or 346 transcripts) and the cluster 'D' genes (340 unique, or 381 transcripts), which showed sustained induction by E2 at 8 hours and 12 to 24 hours, respectively, significant GO terms found in both clusters included terms related to cell division, including 'cell cycle' (cluster C:53, cluster D:48, 593 total), 'cell proliferation' (C:59, D:65, 879 total), 'mitosis' (C:17, D:16, 98 total), and 'DNA replication' (C:17, D:23, 154 total). An observed enrichment of cell cycle-related genes within the C and D clusters makes intuitive sense, as breast cancer cells stimulated with estrogen will begin to divide and proliferate by 24 hours. 

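TPX2, AURKB, MKI67 and CDC20 rose at 24 h by 1.05 (SE 0.14, adjusted p = 4.76e-05), 1.36 (SE 0.20, 0.000125), 1.16 (SE 0.19, 0.000321) and 1.28 (SE 0.21, 0.000392). POLA2, MCM2, CDC45 and RFC2 rose by 0.72 (SE 0.10, 4.76e-05), 1.06 (SE 0.15, 6.65e-05), 0.84 (SE 0.14, 0.00029) and 0.79 (SE 0.14, 0.000795). At 4 h MCM2 stood at 0.45 (adjusted p = 0.137) and MKI67 at 0.30 (0.45), and no gene of either list was called.

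At 24 h 23 of 35 genes of DNA replication and G1/S rose and 25 of 31 of mitosis and G2/M (29 and 30 adjusted over the list alone), and none fell. Medians went from 0.11 at 4 h to 0.51 at 24 h for replication and from 0.06 to 0.82 for mitosis. Camera gave adjusted p = 0.0193 for replication and 0.498 for mitosis at 4 h, and 3.06e-16 and 2.18e-22 at 24 h. With an estimated correlation the replication list had adjusted p = 0.837 at 4 h and 0.0886 at 24 h, and the mitosis list 0.0549 at 24 h. Without T47D 3 of 35 replication genes and 7 of 31 mitosis genes were called at 24 h (5 and 30 adjusted over the list alone, medians 0.31 and 0.81, camera adjusted p = 2.07e-07 and 2.53e-16, and adjusted p = 0.234 and 0.165 with an estimated correlation), and at 4 h replication had camera adjusted p = 0.27. Lists called up or down with both settings were the estrogen-induced targets and ribosome biogenesis at 4 h, and at 24 h the same 2 with the known MYC-induced genes and the genes known to fall with estrogen. On the mean over the probe sets of each gene the MYC-induced genes had adjusted p = 0.0519 at 24 h with an estimated correlation.

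The experiment compared cultures at 4 times of E2 with cultures at 0 h, because genes common to 3 lines were sought that follow the growth response. Transcripts past p 0.01 at any time were sorted by when they changed, early or late, and by whether the change lasted. A return to baseline by 24 h would place a gene in clusters A or E, and a lasting change in the others. Clusters C and D, which changed from 8 h or later, held more cell cycle genes than expected, and the paper states that such an enrichment makes intuitive sense because estrogen-stimulated cells begin to divide by 24 h.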

Consistent with the GO term search results, when referring to a dataset profiling gene expression during the cell division cycle [13], we found an enrichment for genes showing periodic expression during the cell cycle (618 genes total) within the B, C, and D clusters, with the highest extent of enrichment in C and D (B, 53 genes, *p *= 8E-06; D, 54, *p *= 3E-17; E, 53, *p *= 3E-14).

### Genes regulated by estrogen in breast cancer cell lines *in vitro *are also estrogen-regulated in xenograft tumors *in vivo*

We sought to determine whether the genes showing regulation by estrogen *in vitro *could also be E2-regulated *in vivo*. MCF-7 cells were grown as xenografts in ovariectomized athymic nude mice implanted with sustained-release E2 pellets. After measurable tumors were established (approximately 4 weeks), the mice were randomized into control (continued E2 supplementation, four mice) or E2 withdrawal (surgical removal of pellet, four mice) groups; tumors 24 hours and 48 hours later were collected and profiled for global mRNA expression using Affymetrix arrays (eight profiles in all).

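The 8 xenograft arrays come from MCF-7 tumors in mice, 4 with continued E2, 2 collected 24 h and 2 collected 48 h after the pellet was removed. They had been profiled on a pair of occasions, each with 2 continued and 2 withdrawn tumors, and all the withdrawals of an occasion had the same length. Continued E2 was therefore compared with withdrawal in limma with the occasion as a factor, so a rise means a higher signal with E2. Medians of the deposited log2 signals lay between 5.793 and 5.908, and the 3' minus 5' differences between -0.19 and 0.51 for GAPDH and between 0.14 and 1.06 for ACTB. Titles of the arrays share a number between tumors of the same group, in pairs. The paper gives 4 mice per group, and whether such a pair came from a single mouse is not given in the sources used here. The number of arrays, 4 against 4, limits the precision of all xenograft values.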

We compared the mRNA profile data from the tumor xenografts (with and without E2) side-by-side with our data for E2-regulated genes *in vitro*. 

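PDZK1, a scaffold protein gene long known to respond to estrogen, was 4.70 higher in tumors with E2 than in tumors after withdrawal (SE 0.34, adjusted p = 0.00262, 4 tumors each). IL24 followed with 3.73 (SE 0.22, 0.00098), EGR3 with 2.89 (SE 0.28, 0.0083), PI15 with 2.72 (SE 0.42, 0.0326) and MYBL1, HSPB8 (2.13), ACOX2 (2.06), FOS (2.02), CYP26A1 (2.02) and SLC26A2 (1.92) came next. CSTA, which encodes the protease inhibitor cystatin A, was 3.02 lower (SE 0.52, adjusted p = 0.0441), TM4SF1 1.94 lower (SE 0.17, 0.00674) and the chemokine receptor gene CXCR4 1.89 lower (SE 0.19, 0.00893). CYP2C8 (-1.86), PIK3R3 (-1.38), GPRC5A (-1.35), KIF5C (-1.27), MTUS1 (-1.24), CD24 (-1.17) and ARRB1 (-1.14) completed the largest falls. EGR3, HSPB8, MYBL1, SLC26A2 and PDZK1 are also in the induced clusters of the cultures, and CXCL12 (1.73, SE 0.17, 0.00794) and SIAH2 (0.97, SE 0.11, 0.0129) rose in both models.

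Past adjusted p 0.05 were 155 probe sets up (120 genes) and 115 down (89 genes). Of these, 68 up and 51 down were also called in the same direction in the 24 h cultures, where 7.44 and 4.76 would be expected, and 1 in the opposite direction. Xenograft-called probe sets had the same sign in the 24 h cultures for 88.4 % of the rises and 89.6 % of the falls. Over all probe sets the 24 h and xenograft changes correlated at 0.458, and at 0.356 for MCF-7, 0.287 for T47D and 0.3 for BT-474 alone, with the caution that genes are not independent replicates.

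Estrogen-induced targets were higher with E2 (median 0.74, camera adjusted p = 7.3e-17), 8 of 27 called up and 20 adjusted over the list alone, and adjusted p = 0.0714 with an estimated correlation. Genes known to fall with estrogen were lower (median -0.67, 1.28e-07), 3 of 10 called down and 7 adjusted over the list alone, among them TGFB3 (-0.69, SE 0.09, 0.0249), EFNA1 (-0.89, SE 0.13, 0.0308) and BIK (-0.86, SE 0.14, 0.0332). Counts depended on single tumors, from 12 calls without 1 continued-E2 tumor (replicate 8) to 1458 without 1 tumor withdrawn for 48 h (replicate 4), and 24 h withdrawal alone gave 124 calls and 48 h withdrawal alone 1. With arrays that share a title number averaged, limma called 0 (2551 at unadjusted p under 0.05).

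The paper asked whether genes regulated in culture are also regulated by E2 in tumors, and set tumors with and without E2 side by side with the culture data. From genes moving the same way in both, the paper concludes that these very different models can yield similar results.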

We observed many of the same genes appearing regulated by E2 *in vivo *in the same direction as what we observed *in vitro *(Figure 1b), thereby demonstrating how these two very different experimental models can yield similar results. 

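MYB, HSPB8, EGR3 and SIAH2 of cluster B passed unadjusted p 0.05 upward in the xenografts among 321 of 750, or 42.8 % (95 % confidence interval 39.2 to 46.4), beside 7.78 % of all other shared probe sets (Fisher exact p = 7.06e-142, one-sided for a higher share). Cluster C, which holds TPX2 and FKBP4, gave 41.9 % (36.7 to 47.3, beside 8.44 %, Fisher exact p = 1.54e-61). Cluster A, with CYP1A1 and RET, gave 20.9 % (17.2 to 25, beside 8.72 %, 1.19e-14), and cluster D, with PDZK1 and MCM2, 20.8 % (16.8 to 25.2, beside 8.76 %, not tested because 1 of its transcripts was missing). Past adjusted p 0.05 were 61 probe sets of cluster B, 13 of C, 9 of A and 6 of D. By camera clusters B and C were higher with E2 with both correlation settings (0.00113 and 0.0113 with the estimated one), and cluster A only with the preset one (0.00807, and p = 0.388 with an estimated correlation). The xenograft arrays took no part in choosing the clusters. The intervals and the Fisher exact test take probe sets as independent and hold no spread between tumors. With 48 h of withdrawal alone the shares were 24.3 % for B (beside 4.3 % of the other probe sets), 19.9 % for C (4.74 %), 7.36 % for A (4.93 %, Fisher exact p = 0.0181) and 8.42 % for D (4.91 %).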

Of the 435 cluster A transcripts derived from the *in vitro *data (Figure 1a), 22% showed up-regulation by E2 in tumor xenografts; of the 750 cluster B transcripts, 45%; of the 346 cluster C transcripts, 48%; and of the 381 cluster D transcripts, 27%. Similarly, while only 4% of the 411 cluster E transcripts showed down-regulation by E2 *in vitro*, the percentage for the 308 cluster F transcripts was 32%; for the 157 cluster G transcripts, 50%; and for the 499 cluster H transcripts, 42%. 

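BIK, EFNA1 and TGFB3 fell with E2 in the tumors, as in the 24 h cultures, and ERBB3 fell in both (-1.02, SE 0.11, adjusted p = 0.0129 in tumors, and -0.66, SE 0.14, 0.00414 in cultures). Cluster G, which holds YPEL5, had 41.4 % of its 157 probe sets past unadjusted p 0.05 downward (95 % confidence interval 33.6 to 49.5), beside 5.92 % of all other shared probe sets (Fisher exact p = 2.47e-37, one-sided for a higher share). Cluster H, with GCC2, GOLGA3 and EPAS1, had 35.5 % (31.3 to 39.9, beside 5.49 %, 3.37e-88), and cluster F, with IL1R1, DKK1 and BIK, 28.3 % (23.3 to 33.7, beside 5.86 %, 3.7e-34). In cluster E 8 of 410 probe sets passed, or 1.95 % (0.846 to 3.81), beside 6.25 % of the others, a share that lies above this interval. The one-sided Fisher exact test looks only for a higher share (Fisher exact p = 1) and does not measure this lower one. The interval takes probe sets as independent and holds no spread between tumors. Leaving out single tumors gave 1.71 to 6.1 % for cluster E, so a share below that of the others is not established. Clusters G, F and H were lower with E2 by camera with the estimated correlation as well (0.00239, 0.000982 and 0.0229), and cluster E with neither setting (0.657 and 0.896). Past adjusted p 0.05 were 20 probe sets of cluster H, 13 of G, 13 of F and 0 of E. With 48 h of withdrawal alone the shares were 21.7 % for G (beside 3.42 % of the other probe sets), 22.1 % for H (3.13 %), 15.8 % for F (3.38 %) and 1.22 % for E (3.6 %).

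**Figure D3:**
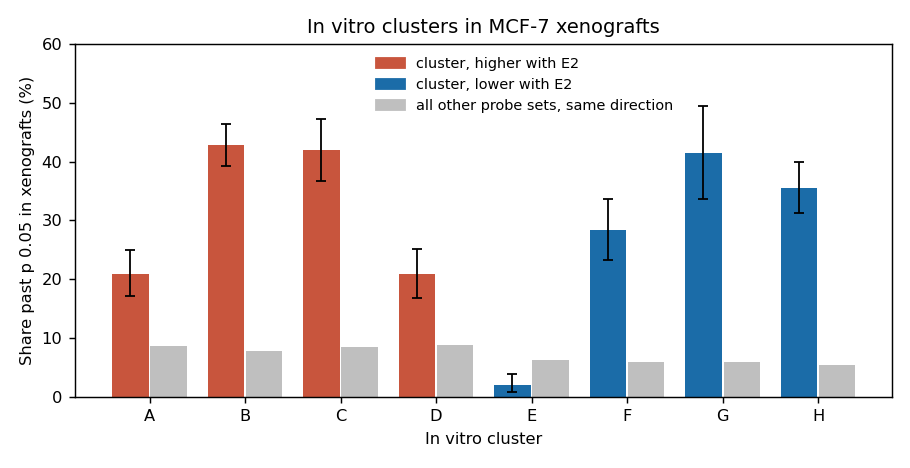
Share of the probe sets of clusters A to H with unadjusted p under 0.05 in the xenografts (%), in the direction of the cluster (red up, blue down, with 95 % confidence intervals), beside all other shared probe sets in the same direction (grey). Cluster B reaches 42.8 % beside 7.78 %, and cluster E 1.95 % beside 6.25 %. The intervals take probe sets as independent.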

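MYBL1, a transcription factor gene of the MYB family, stood at 9.764 (SD 0.176) in 4 tumors with E2 and at 7.252 (SD 0.153) in 4 tumors after withdrawal, a rise with E2 of 2.51 (SE 0.12, adjusted p = 0.000806) or 5.7-fold. MYB stood at 8.515 (SD 0.157) and 7.167 (SD 0.611), a rise of 1.35 (SE 0.24, adjusted p = 0.0461) or 2.55-fold. After 24 h of withdrawal MYB was at 6.661 and after 48 h at 7.673, and MYBL1 at 7.158 and 7.347. The MYB difference was 1.93 at 24 h and 0.77 at 48 h. At 48 h alone, where limma called 1 probe set, neither MYB (adjusted p = 0.518) nor MYBL1 (2.38, 0.255) was called, and without the occasion term MYBL1 was called (0.000464) and MYB was not (0.158). With arrays that share a title number averaged, limma called 0 probe sets, so neither gene was called. In cultures MYB rose by 1.44 at 4 h (SE 0.18, adjusted p = 3.3e-05) and was still 1.45 higher at 24 h (1.46e-05).

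**Figure D4:**
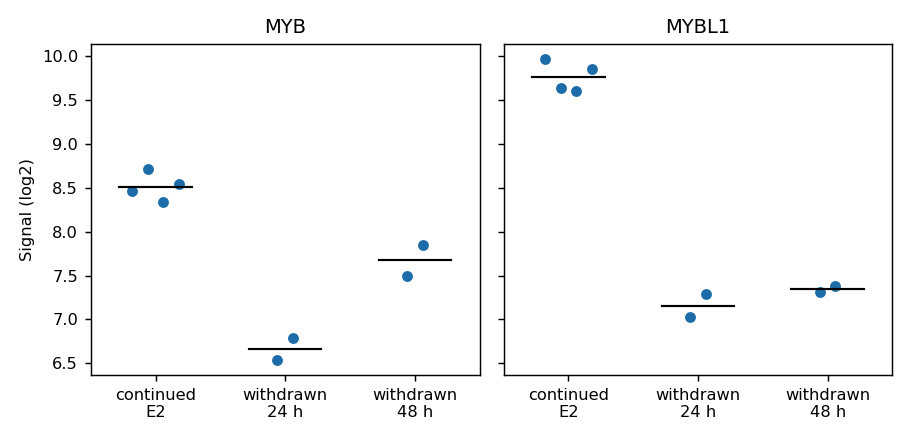
Signal (log2) of MYB and MYBL1 on 8 xenograft arrays with continued E2 (n = 4) and after 24 h (n = 2) and 48 h (n = 2) of withdrawal, where points are tumors and lines means. MYBL1 lies at 9.764 with E2 and at 7.158 and 7.347 after withdrawal, and MYB at 8.515, 6.661 and 7.673.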

We validated our xenograft microarray results using real-time PCR analysis for genes *MYB *(v-myb myeloblastosis viral oncogene homolog (avian), or c-myb) and *MYBL1 *(v-myb homolog-like 1, or A-MYB) (Figure 1c). *GREB1*, another gene arising from our analysis, had been previously validated by our group as being induced by E2 *in vivo *[5].

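GREB1, which encodes a cofactor of ERα, stood at 11.14 (SD 0.231) in tumors with E2 and at 9.264 (SD 0.931) after withdrawal, with a rise of 1.87 (SE 0.30, adjusted p = 0.0365). The difference was 1.40 for 24 h of withdrawal and 2.35 for 48 h, and it was not called at 48 h alone (adjusted p = 0.506) or without the occasion term (0.179). Nor was GREB1 called with arrays that share a title number averaged. In culture GREB1 was 2.84 higher at 8 h and 2.73 at 12 h, and at 24 h the rises were 2.92 in MCF-7, 2.78 in T47D and 3.39 in BT-474.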

We compared our xenograft and *in vitro *mRNA profile data with two other independent *in vitro *profile datasets from previous studies: one dataset generated by our group [5] of three ERα-positive cell lines (MCF-7, T47D, and BT-474) grown in steroid-depleted medium or in the presence of E2 for 24 hours (the 'Rae' dataset); and another dataset from a similar experiment carried out by a different group using a different microarray platform (cDNA) [7] and MCF-7 cells treated with E2 or ICI 182,780 (the 'Finlin' dataset). When viewing the qualitative results of our original *in vitro *dataset side-by-side with those of the other three datasets, we found that most of the genes in our E2-regulated gene sets showed E2-regulation in the same direction in at least one other dataset (Figure 1a), thereby adding confidence to these genes as being *bona fide *E2 targets. Of the 750 cluster B transcripts from the original dataset, 73 (63 unique genes) showed E2 induction in each of the other three datasets (xenograft dataset, *p* < 0.05; Rae dataset, *p* < 0.05; Finlin dataset, average fold change >1.4). Many of the cluster B transcripts were significant in one or two of the other three datasets. In particular, we identified 172 cluster B transcripts (148 unique genes) that were significant in the xenograft and Rae datasets but not in the Finlin dataset, 47 of these transcripts not being represented in the Finlin dataset. Of the 750 cluster B transcripts, 215, or 29%, did not show significant regulation in any of the other three datasets. We had anticipated a 25% FDR for our initial gene selection (see above), and so we might expect this set of 215 transcripts to be highly enriched for transcripts giving spurious results due to multiple gene testing.

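DEPTOR, an inhibitor gene of the mTOR kinase, rose by 1.18 at 24 h over the 3 lines (SE 0.15, adjusted p = 1.78e-05), by 1.07 in MCF-7, and stood at 0.18 in the MCF-7 tumors (SE 0.21). TOP2A was 1.50 higher in MCF-7 cultures and 0.23 higher in the tumors (SE 0.20), and SLC7A5, an amino acid transporter gene, 1.00 and 0.71 (SE 0.44). Other genes rose in culture mainly in T47D and BT-474. CAP2 (1.41 over the lines, 0.00364) stood at 0.04 in MCF-7 cultures and 0.13 in the tumors, UNG (0.55, 0.00673) at 0.02 and 0.20, and USP1 (1.27, 0.00945) at 0.41 and 0.23. These genes were chosen after the values were seen, and the difference between cultures and tumors was not tested. Additional data file 1 marks 162 cluster B transcripts in the Rae dataset and not in the xenografts, and 338 in the xenografts. Because those marks were made on these same tumors, the tumor values of the sets are a description. Of the 162, 133 (82.1 %) were higher with E2, 9 with unadjusted p under 0.05 and 0 called in limma, with a median of 0.17 in the tumors and of 0.15 in MCF-7, 0.74 in T47D and 0.38 in BT-474 cultures at 24 h. The 338 had medians of 0.52 in the tumors and of 0.24, 0.80 and 0.37 in the cultures.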

Some genes appeared regulated by E2 *in vitro *but not *in vivo*; 162 of the cluster B transcripts (142 unique genes) also showed significance in the Rae dataset but not in the xenograft dataset. Similarly, our data might reveal genes that appear regulated by estrogen *in vivo *but not *in vitro*. Of the 459 most significantly E2-induced transcripts in the *in vivo *dataset (*p *< 0.05, fold change >1.5), 97 did not show any similar trend towards significance in either of the *in vitro *Affymetrix datasets (*p *> 0.20). 

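BCL2L11, which encodes the death-promoting protein BIM, was 1.45 higher with E2 in the tumors (SE 0.14, adjusted p = 0.0084) and had p above 0.20 at all 4 times in culture. IL24, PI15, RPS6KA3 (1.27, 0.0117), GFRA2 (1.23, 0.0225), FAM30A (1.15, 0.0326), ADCY1 (1.01, 0.0401), LOC100996756 (0.83, 0.0262), PGBD5 (0.64, 0.0443) and SMC6 (0.60, 0.0474) were the others called in the tumors without a trend in culture. That p comes from the fit over 3 lines, whose spread holds differences between lines. A response in MCF-7 alone, the line of the tumors, could therefore be missed, and MCF-7 culture changes of these genes are not given. FAM30A, at 4.825 with E2, lay below the median signal of the tumor arrays (5.842). Of 484 probe sets past unadjusted p 0.05 and 1.5-fold upward in the xenografts, 46 had p above 0.20 at every time in culture, which is 9.5 % beside 24.9 % of all shared probe sets. The filter was applied to each probe set, and THBS1 is among the 46 while another of its probe sets rose by 1.45 at 4 h. In culture 284 of the 484 passed p 0.01 upward. With 48 h of withdrawal alone the counts were 727 and 104.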

Possible reasons for this disparity have been mentioned above; however, these putative *in vivo*-specific targets of E2 may be enriched for false positives, and so genes of interest in this set would need to be independently validated.

In our analyses below involving human tumor profile data, we focused on our sets of *in vitro *E2-regulated genes, as we wanted to determine whether genes regulated at different time points might show differences with respect to patterns in human tumors. However, we did find the set of genes induced by E2 *in vivo *to generally show the same patterns (results not shown) described below for cluster B (the cluster of early and sustainable induced genes).

### A significant number of genes induced by estrogen *in vitro *are correlated with age-corrected ERα mRNA expression in ERα+ human breast tumors *in vivo*

We next examined the mRNA expression patterns of our *in vitro *E2-regulated gene sets in human breast tumors to determine how these genes might be pathologically relevant (that is, relevant from a disease standpoint). We hypothesize that ERα+ breast cancers would express a significant number of the E2-regulated genes observed in our *in vitro *data set. Since pathologically classified ERα+ breast cancers have been shown to express varying levels of ERα both at the protein and mRNA level, we examined the dataset from van de Vijver *et al*. [14] of 295 patient breast tumor mRNA expression profiles, focusing first on the subset of 226 ERα+ tumor profiles to determine whether E2-regulated genes might be correlated with ERα expression in these tumors. ERα mRNA level had been measured by a 60-mer oligonucleotide on the microarray, which was observed to correlate highly with the measured protein level [15].

Using the breast tumor profile dataset, we constructed a list of the profiled genes ordered according to similarity with ERα mRNA expression (that is, genes having high expression when ERα has high expression and having low expression when ERα has low expression would be at the top of this list). We next used Gene Set Enrichment Analysis (GSEA) [16,17] to capture the position of genes in the E2-induced cluster B genes (induced within 4 hours, Figure 1a) within this ordered list. GSEA determines whether a rank-ordered list of genes for a particular comparison of interest (for example, correlation with ERα in human breast tumors) is enriched in genes derived from an independently generated gene set (for example, the cluster B genes). In fact, we did not see a significant enrichment of cluster B genes within the top tumor ERα correlates, though a trend towards significance was evident (*p *= 0.12, Figure 2b). This result caused us to consider other factors in addition to ERα expression to assess the amount of estrogen signaling in tumors.

Along with ERα status, age is thought to have an important impact on survival in breast cancer, with younger patients having a poorer outcome [18]. We might expect a trend of tumors from younger patients having more estrogen signaling, as younger patients have higher levels of estrogen. In fact, when ranking the genes in the breast tumor dataset by inverse correlation with age at diagnosis (genes at the top of the ranked list would be most highly expressed in younger patients compared to older patients), we did see an enrichment of the E2-induced cluster B genes within genes more highly expressed in young patients (GSEA nominal *p *= 0.015, FWER (Family-Wise Error Rate) *p *= 0.055). Besides cluster B, none of the *in vitro *E2-regulated gene clusters showed similar coordinate expression in either younger or older patients (Figure 2d).

Gene expression data may be combined with other clinical variables to reveal patterns that might not have been observed when considering the variables in isolation. In the study by Dai *et al*. [18], one group used ERα level and its variation with age to subdivide the patients represented in the tumor profile dataset used in this study. When the ERα level obtained from the microarray measurements was plotted versus age for the ERα+ patients, the patients appeared distributed into two distinct subpopulations (Figure 2a). The profiles were stratified into an 'ER/age high' group (meaning high ERα expression for their age), and an 'ER/age low' group, with patients in the 'ER/age high' group having poor overall outcome. Based on these previous findings, we hypothesized that patients in the 'ER/age high' group would have higher expression of E2-induced genes. We developed an 'age-corrected' measure of ERα expression by using the dividing line (as defined by Dai *et al*.) between the 'ER/age high' and 'ER/age low' groups (Figure 2a), rather than the zero point, as the baseline. When ranking the genes in the tumor dataset by correlation with this age-corrected ERα, we found a significant enrichment for E2-induced cluster B genes (GSEA nominal *p *= 0.001, FWER *p *= 0.004; Figure 2c) where we had not found such an enrichment when considering ERα independently of age (Figure 2b).

Another way to correct for patient age when relating tumor ERα levels to coordinate expression of E2-inducible genes is to consider a set of tumors for which patients were roughly the same age. From the 226 ERα+ tumor profiles, we considered a subset of 61 profiles from patients with ages 41 to 44. Patients from this age group were evenly divided between the 'ER/age high' and 'ER/age low' (Figure 2a). When ranking the genes in the tumor dataset by correlation with ERα in these patients (without correction for age), we did see an enrichment of cluster B genes within the top ERα correlates by GSEA (nominal *p *= 0.033). Out of the top 720 genes positively correlated with ERα expression (*p *< 0.05), 68 were represented in cluster B (Figure 2e; *p *< 10E-60, one-sided Fisher's exact).

### A significant number of genes induced by estrogen *in vitro *are correlated with PR mRNA expression in ERα+ human breast tumors *in vivo*

An additional indicator of estrogen signaling activity in breast tumors is the higher expression of known estrogen-inducible targets, such as progesterone receptor (PR). The *PGR *gene encoding PR was among our cluster B genes. 

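PGR, a classical estrogen target, rose by 1.59 at 8 h (adjusted p = 0.0161), 1.88 at 12 h (0.00454) and 2.05 at 24 h (SE 0.37, 0.000748), with 1.36 at 4 h (0.0634). T47D went from 5.888 at 0 h to 8.587 at 24 h and BT-474 from 5.202 to 8.504, while MCF-7 stayed at 5.28 and 5.423, and the response differed between the lines (interaction adjusted p = 2.92e-05). In the MCF-7 xenografts PGR was at 3.298 with E2 and 3.418 without (-0.12, SE 0.27, adjusted p = 0.881). These signals and those of the MCF-7 cultures lay below the median signal of their arrays (5.842 and 7.402), so they do not show that PGR failed to respond there. BT-474 at 0 h was below its median as well (5.716), so the size of the rise in that line rests on a dim starting signal. Without T47D the 8 h difference was 0.91 and no longer called. The estrogen receptor gene itself, ESR1, stood at -0.05 at 24 h in culture by its brighter probe set (adjusted p = 0.893). That value averages -0.73 in MCF-7, -0.01 in T47D and 0.61 in BT-474 (interaction adjusted p = 0.014). In the tumors the same probe set stood at -0.51 (SE 0.12, 0.103). The dimmer probe set, which the supplementary list holds, stood at 0.48 in culture (0.169) and at 0.08 in the tumors (0.895).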

PR expression is used clinically in addition to ERα as an important molecular prognostic factor for response to antiestrogen therapy in breast cancer patients, as it indicates the endpoint of estrogen action [19]. In the ERα+ breast tumor profile dataset from van de Vijver *et al*. [14], PGR was correlated with both ERα (Pearson's correlation *p *< 0.01) and age-corrected ERα (*p *= 0.05), and over half of the 674 genes most correlated (*p *< 0.05) with PGR overlapped with the set of 1,338 genes most correlated (*p *< 0.05) with age-corrected ERα (enrichment *p *~ 0). As we anticipated, GSEA showed an enrichment in the top PGR gene correlates for cluster B genes (nominal *p *= 0.001, FWER *p *= 0.004; Figure 2d). We examined a second ERα+ tumor profile dataset from Wang *et al*. [20] and identified 50 genes from cluster B that were significantly correlated with *PGR *(*p *< 0.05) in both the van de Vijver and Wang datasets (Figure 3), where about half the number of genes would have been expected by chance (*p *< 0.0001, Fisher's exact).

### No significant enrichment of E2-regulated genes *in vitro *within genes associated with ERα+ breast tumor status

We next considered ERα-negative tumors along with ERα-positive tumors. One might expect ERα+ tumors to express E2-induced genes more highly compared to ERα- tumors. From the 295 cohort of breast tumor profiles, we selected 79 for which ERα was measured at the protein level, with ERα levels in the ERα+ tumors from 80% to 100% of cells [15]. Surprisingly, when ranking genes in the tumor profile dataset by higher expression in the ERα+ compared to the ERα- tumors, we did not observe any evidence for enrichment of E2-induced genes within the top ERα+ genes (GSEA *p *= 0.405 for cluster B genes; Figure 2d). Out of the top 1,965 expressed genes in ERα+ tumors (*p *< 0.01), 110 were represented in cluster B, which did not represent a significant overlap (*p *= 0.11). We also tried considering a subset of the ERα+ tumors that had the highest PR levels, but could still find no statistical enrichment of E2-regulated genes in the genes distinguishing this ERα+ subset from the ERα- tumors (results not shown). On the other hand, contrary to our initial expectations, we did see an enrichment of E2-induced genes within the top ERα- genes. Out of the top 1,904 expressed genes in ERα- tumors (*p *< 0.01), 132 were represented in cluster B (enrichment *p *= 3.7E-05). If, however, we consider the set of genes that are both induced by E2 in our models and correlated with age-corrected ERα in ERα+ breast tumors, we do find this set to be highly enriched for genes more highly expressed in ERα+ compared to ERα- tumors (Figure 2e).

### Genes induced by estrogen *in vitro *are enriched for transcriptional targets of Myc

We may expect that many of the genes in our E2-regulated gene clusters are not direct transcriptional targets of E2, but rather secondary targets through one or more intermediates. Within the cluster B genes (Figure 1a), with sustained induction by E2 at early time points, about 20% of the 639 genes had the GO annotation of 'nucleic acid binding,' suggesting that many of the genes regulated by E2 encode for transcription factors that may themselves go on to regulate additional genes. One transcription in cluster B is the c-Myc oncogene (*myc*), which is a well-known direct target of estrogen. 

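In the fit of all 39 culture arrays MYC was 4.01 higher after 1 h of E2 (SE 0.41, adjusted p = 7.13e-07) and 3.70 higher at 2 h (2.08e-08). At 1 h this fit has 3 arrays of MCF-7 and T47D and none of BT-474, so 4.01 is not the change of either line. From 0 h to 1 h the signal went from 9.702 to 12.56 in MCF-7 and from 5.217 to 9.074 in T47D. In the fit of 30 arrays MYC stayed high, at 3.18 at 8 h (1.14e-05), 3.11 at 12 h (1.2e-05) and 3.21 at 24 h (5.69e-06). From 0 h to 24 h the signal went from 4.568 to 9.786 in BT-474, from 5.217 to 8.484 in T47D and from 9.702 to 10.83 in MCF-7 (interaction adjusted p = 1.28e-06). At 0 h MYC lay below the median signal of the arrays in BT-474 (5.716) and T47D (5.751). The size of the rise in these lines thus rests on a dim starting signal. Sizes of change in MCF-7, on another array type, may also not be on their scale. In the tumors MYC was 1.58 higher with E2 (SE 0.36, adjusted p = 0.0891). GREB1 at 1 h stood at 0.07 (adjusted p = 0.993), and at 2 h at 1.75 (5.9e-06).

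**Figure D5:**
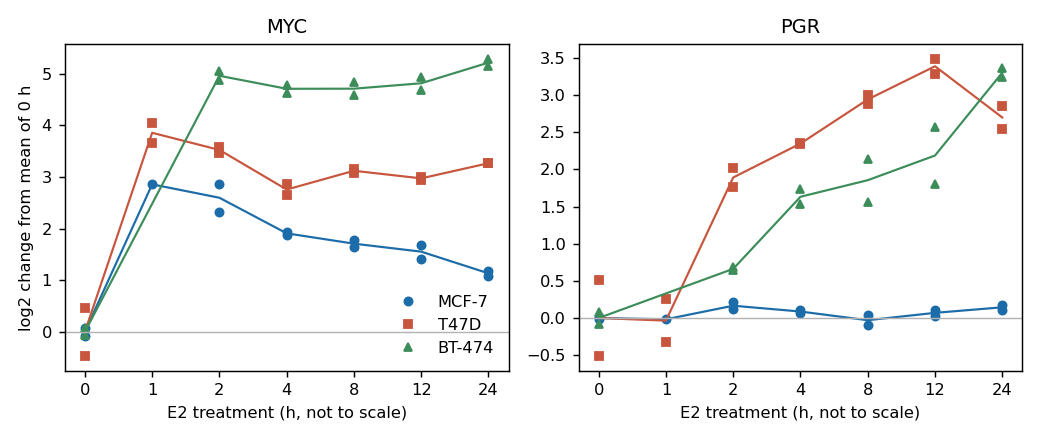
Change from the mean of the 0 h arrays (log2) of MYC and PGR against hours of E2 (not to scale) in MCF-7, T47D and BT-474, where each point is an array. MYC in BT-474 ends 5.22 above 0 h and in MCF-7 1.13, and PGR 3.30 and 0.14.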

Knockdown of *myc *expression inhibits estrogen-stimulated breast cancer cell proliferation [21]. It is, therefore, conceivable that a number of genes in our E2-regulated gene clusters would be direct targets of *myc *as well as secondary targets of E2. We referred to two public datasets of putative *myc *target genes (Figure 4a): one mRNA profile dataset of changes caused by activation of *myc *in primary human fibroblasts [22] (252 up-regulated, 238 down-regulated by *myc *with *p *< 0.01), and another dataset of 960 genes with predicted *myc *binding sites in their promoter regions [23]. Both the cluster B and cluster C genes (induced by E2 by 4 hours or 8 hours, respectively) showed high enrichment for both *myc*-induced mRNAs (B, 27 genes, *p *= 1.6E-04; C, 20, *p *= 2.3E-06) and genes with predicted *myc *binding sites (B, 94, *p *= 1.3E-10; C, 44, *p *= 1.6E-05). No enrichment was observed for mRNAs down-regulated by *myc *within mRNAs repressed by E2.

We examined the expression patterns of the E2-regulated gene clusters with respect to *myc *in human tumors. We had found that many of the E2-induced genes were correlated with (age-corrected) ERα mRNA expression in tumors (see above), and so we reasoned that other genes within the estrogen mRNA signature that were specifically involved in the *myc *pathway would be correlated with *myc *in tumors. We examined four mRNA profile datasets of human tumors: the dataset of ERα+ breast tumor profiles used above (Figure 2); a dataset of 69 ERα- breast tumors [14]; a compendium of 174 tumors from 11 different histological types (including breast; the 'Novartis' dataset) [24]; and a second compendium of 138 tumors from 13 different types (the 'MIT' dataset) [25]. In all four datasets, GSEA showed very high enrichment for both cluster B and cluster C E2-induced genes *in vitro *within the top *myc *correlates *in vivo *(Figures 3d and 4d). The *in vitro *set of *myc *targets from [22] (*p *< 0.01) were also significantly correlated with *myc *expression in each of the tumor datasets. In the tumor datasets, *myc *expression was not significantly correlated with ERα mRNA, and the E2-induced genes most correlated with ERα mRNA expression in ERα+ breast tumors were distinct from the E2-induced genes most correlated with *myc *expression (Figures 2e and 3b).

We also considered an mRNA profile dataset measuring the response to serum exposure in human fibroblasts. Gene expression profiles taken from fibroblast cultures derived from 10 anatomic sites were cultured asynchronously in 10% fetal bovine serum (FBS) or in media containing only 0.1% FBS [26]. Many similarities would be expected between the gene expression patterns in fibroblasts in high serum relative to low serum conditions and the expression patterns in ERα+ breast cells in estrogen-rich relative to estrogen-deprived conditions. We observed that fibroblasts in high serum over-expressed *myc *mRNA (*p *= 0.00015), and so we might expect that many of the genes up-regulated in fibroblasts in response to serum would be *myc *targets or closely related to the *myc *pathway. Out of the (unique) 908 E2-induced genes in clusters B and C (Figure 1a), 425 were also significantly up-regulated (*p *< 0.05) in fibroblasts in high serum. Within the E2-induced gene signature, the fibroblast serum-induced genes overlapped with the *myc *target genes (Figure 4b). Conversely, we identified 308 genes in clusters B and C that showed no significant serum induction in fibroblasts (*p *> 0.20); these genes may be more unique to the estrogen signaling pathway rather than general to processes of growth and proliferation.

One possibility to consider is that the associations found here between the estrogen pathway and the *myc *pathway are related to processes of cell division and would be evident in any scenario of highly proliferating cells. However, when examining two public mRNA profile datasets of LNCaP prostate cancer cells stimulated to profilerate with androgen treatment [27,28], *myc *was not found to be up-regulated (Chen dataset *p *= 0.53), and there was no enrichment for *myc *targets within genes inducted by R1881 in LNCaP (Chen dataset enrichment *p *= 0.10). We examined the expression patterns of cell cycle genes from [13] with respect to *myc *expression in tumors; in three of four tumor datasets we did see an enrichment of cell cycle genes within the top *myc *correlates (Figure 4d), though only a few of these were found in the overlap between E2-induced genes and *myc *target genes.

## Discussion

Numerous studies have sought to characterize the transcriptional network associated with the estrogen response using cell culture experiments. However, when relying exclusively on results from *in vitro *studies, concerns may arise that many of the effects observed may be artifacts of the cell line model. Data from *in vitro *models represents dynamic information, where cells can be readily manipulated and the effects observed. Cells can be manipulated to a certain extent *in vivo*, for instance using the tumor xenograft model, though with considerably greater effort. An abundance of gene expression data from human tumors is available to the public domain. However, this type of *in vivo *data represents more static information, where the associations observed may be pathologically relevant, but where cause-and-effect associations cannot be distinguished from mere correlation. An emerging area of DNA microarray analysis of cancer is that of relating profile data from *in vitro *bench experiments to profile data from *in vivo *experimental models and from human tumors. Recent attempts at correlating gene profiles observed in cell line studies, in which oncogenes such as cyclin D1 or k-ras were manipulated, with profiles obtained from patient tumors of various types, have found significant similarities between the *in vitro *and *in vivo *systems [16,17]. These similarities may be subtle in some cases but can be observed using more advanced analytical techniques such as GSEA.

Using global mRNA expression profiling, we have identified transcription networks of hundreds of genes that are either stimulated or inhibited by E2 *in vitro*. However, cultured cells in an *in vitro *environment may differ considerably in behavior compared to those of the same cancer cells that proliferate and form tumors *in vivo *[29]. To determine the physiological relevance of these genes, we compared them with genes showing E2-regulation *in vivo *in xenograft tumors, observing a highly significant number of the same genes being regulated by E2 *in vivo *as well as *in vitro*. Our findings of good agreement between the *in vivo *and *in vitro *estrogen-regulated programs differ from the conclusions reached by one recent study by Harvell *et al*. [30], in which mRNA profiles were taken of ERα+ T47-D-Y human breast cells grown as xenografts in nude mice under the following conditions: E2 supplementation for 8 weeks, no E2 for 8 weeks, and E2 for 7 weeks followed by E2 withdrawal for one week. The Harvell study found little overlap between E2-regulated genes *in vivo *versus *in vitro*. One way to perhaps explain this disparity is the differences in xenograft models and experimental design between the two studies. We suspect that the Harvell study may have selected for genes involved with the adaptation of breast cells to long term estrogen withdrawal, whereas our model focuses on short-term changes in estrogen signaling. We found little overlap between *in vivo *E2-regulated genes in our study and the Harvell study. Out of 1,073 genes induced *in vivo *in our data (*p *< 0.01), only 15 were in the top set of 188 reported by Harvell (9 class I and 6 class II genes, as described in [30]). Furthermore, genes such as *GREB1*, which was previously confirmed by our group by real-timePCR as E2-regulated *in vivo *[5], did not appear to be significant in the Harvell data. These discrepancies may be due to differences in the sensitivity and specificity of the separate DNA microarray platforms used.

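WDR12, MRTO4, NIP7 and NOP16, all needed to make ribosomes, were higher with E2 in the tumors by 0.62 (SE 0.08, adjusted p = 0.021), 0.87 (SE 0.13, 0.0308), 0.77 (SE 0.11, 0.0308) and 0.67 (SE 0.10, 0.0326). Of the 22 genes of ribosome biogenesis 6 rose (18 adjusted over the list alone, median 0.52, camera adjusted p = 1.23e-15). BAG2, a partner of HSP70, rose by 1.33 (SE 0.18, 0.0253) as the only called chaperone of 23 (12 adjusted over the list alone, median 0.27, 9.9e-10). Known MYC-induced genes gave 2 rises, with GART at 0.61 (SE 0.08, 0.0262), and 16 adjusted over the list alone (median 0.40, 2.85e-12). With an estimated correlation ribosome biogenesis, chaperones and MYC-induced genes each had adjusted p = 0.0714.

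No gene of the replication or mitosis lists was called in the tumors, with MCM10 at 0.73 (adjusted p = 0.0509) and BUB1 at 0.50 (0.0747), while 10 and 9 rose adjusted over the list alone. Their medians were 0.33 and 0.27 (camera adjusted p = 7.07e-10 and 9.9e-10), and adjusted p = 0.253 for replication and 0.0162 for mitosis with an estimated correlation. The lists called in the tumors with both settings were mitosis and G2/M, the genes known to fall with estrogen (0.0437) and luminal identity (0.0376). On the mean over the probe sets of each gene these 3 lists each had adjusted p = 0.0599 with an estimated correlation. CCN1 (1.35, SE 0.17, 0.0222), KLF10 (0.79, SE 0.14, 0.0479), FOS and EGR3 were the 4 risers of the 19 immediate early genes (4 up and 3 down adjusted over the list alone, median 0.27, 0.0348, and adjusted p = 0.425 with an estimated correlation). In cultures 1 of these genes was called up at 4 h (2 adjusted over the list alone, median 0.02, 0.279) and at 24 h 2 up and 2 down (2 and 3, median -0.07, 0.296), where DUSP1 fell by 0.82 (SE 0.16, 0.00168). Without T47D the 24 h median was -0.16 (camera adjusted p = 0.00159, and adjusted p = 0.184 with an estimated correlation).

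FAS rose by 0.97 (SE 0.15, 0.0319) beside BCL2L11, 2 risers and 1 fall of the 20 apoptosis regulators (3 and 2 adjusted over the list alone), which moved neither way in the tumors (median 0.15, 0.537). Of 17 genes of the unfolded protein and amino acid stress response none was called in the tumors and 5 rose adjusted over the list alone (median 0.29, 0.0202, and adjusted p = 0.0875 with an estimated correlation), with HSP90B1 at 0.88 (0.0711). XBP1 (0.40, SE 0.07, 0.00379), HSPA5 (0.38, SE 0.08, 0.00813) and DNAJB9 (0.55, SE 0.13, 0.0272) rose in culture at 4 h. At 24 h PSAT1 (1.52, SE 0.33, 0.00356), ASNS (1.36, SE 0.34, 0.0104) and PHGDH (0.64, SE 0.14, 0.00429) did. That list had 3 and 8 risers at those times (4 and 10 adjusted over the list alone, medians 0.19 and 0.36, camera adjusted p = 0.00575 and 6.87e-05), and adjusted p = 0.397 and 0.115 with an estimated correlation. Without T47D its medians were -0.02 at 4 h (camera adjusted p = 0.302) and 0.17 at 24 h (0.036, and adjusted p = 0.234 with an estimated correlation), and limma called 0 of the 17 at 24 h, also adjusted over the list alone. Unadjusted p under 0.01 upward in the tumors was reached by 822 probe sets of 620 genes.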

We might expect the cluster A and E genes from our *in vitro *data (Figure 1a) to have less agreement with the xenograft data compared to the other clusters, as the A and E genes did not show sustained E2 regulation at 24 hours. 

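CYP1A1, CYP1B1 and RET sit in cluster A, and 62.5 % of that cluster had the sign of its culture change in the tumors, with a median difference of 0.09. Cluster E had 43.9 % with its sign and a median of 0.02. The shares with the cluster's sign were 83.1 % of B (median 0.25), 88.4 % of C (0.28), 76.8 % of D (0.12), 80.3 % of F (-0.17), 89.8 % of G (-0.35) and 85.5 % of H (-0.28). Over all shared probe sets 61.6 % had the same sign in the tumors as at 24 h in the cultures, and differences between clusters in these shares were not tested. Cluster A also had 19 probe sets (4.37 %) past unadjusted p 0.05 downward in the tumors, and cluster B 7 (0.933 %).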

Other disparities between our xenograft and *in vitro *data might similarly be attributed to differences in the two experimental models. Since estrogen must be provided for tumor formation, estrogen was withdrawn for 24 and 48 hours in order to generate the non-estrogen stimulated tumor sample. Thus the dynamics of the drop in estrogen concentration over time, the half life of the estrogen induced mRNAs and the changes in gene expression associated with the loss of the proliferative drive will all have contributed to the disparity seen. The expression pattern in the xenograft model is also complicated by the effects of estrogen induced paracrine factors acting on the tumor cells. Currently, we are carrying out experiments to see whether the genes regulated by E2 *in vivo *in both T47D and BT-474 are similar to those showing E2 regulation in MCF-7 xenografts. 

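GREB1, MYBL1 and BAMBI had no called difference in their response between the lines (interaction adjusted p = 0.249, 0.314 and 0.523). TFF1 at 24 h rose by 0.84 in MCF-7, 2.93 in T47D and 2.53 in BT-474 (interaction adjusted p = 0.00121), OLFM1 by 0.27, 4.54 and 1.47 (3.77e-08) and CXCL12 by 2.04, 5.66 and 2.53 (6.77e-07). CEACAM6 fell by 2.59 in MCF-7, 0.90 in T47D and 0.72 in BT-474 (0.0151). CYP1A1 at 4 h stood at 5.42 in BT-474 beside 1.43 and 0.71 (1.13e-08).

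In limma fitted on each line alone, so with the spread of that line, 809 probe sets were called in MCF-7 at 24 h (208 up, 601 down), 6275 in T47D (4258 up, 2017 down) and 271 in BT-474 (158 up, 113 down). At 4 h the counts were 34, 5658 and 203. The letters A and B in the MCF-7 array titles, whose meaning is not given, were no factor in these fits or in the interaction test. A difference between the letters thus enters the spread of MCF-7 and may lower its counts. The response differed between lines for 4814 probe sets, or 21.7 %, with 4497 between T47D and BT-474 but 309 between MCF-7 and BT-474. T47D was the line whose 0 h arrays had the high 3' to 5' differences, and without it the count was 269. BT-474 was the line whose 0 h arrays carry titles of another series than its later arrays. MCF-7 was the line on the U133A array, with a narrower interquartile range of signals. Sizes of change, and the interaction test on them, may therefore not be on a single scale between MCF-7 and the other lines. Changes at 24 h correlated over all probe sets at 0.168 between MCF-7 and BT-474 (52.8 % with the same sign), 0.0467 between MCF-7 and T47D (44.5 %, and 0.15 after quantile normalization) and 0.215 between T47D and BT-474 (53.3 %), and at 4 h at 0.16, -0.254 and 0.0773.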

Based on the above results, we would expect this to be the case, as the *in vitro *E2-stimulated profiles show a remarkable amount of similarity among the three different cell lines.

To determine the clinical relevance of genes regulated by E2 in our experimental models, we compared them with genes correlated with PR expression in human ERα+ breast tumors, with genes correlated with ERα expression, with genes correlated with patient age, and with genes correlated with ERα expression corrected for patient age (which overlap highly with the gene most correlated with PR expression). We demonstrate how early inducible genes of estrogen as a group are expressed together in ERα+ breast tumor with relatively high levels of PR and of ERα for the patient's age, as well as in ERα+ tumors from younger patients compared to older patients. These findings indicate that ERα+ breast cancers with higher levels of estrogen signaling, either through increased ERα expression or the increased estrogen production expected in younger patients, express genes observed to be induced by estrogen *in vitro*. We feel that our results provide significant validation of a widely used *in vitro *model of estrogen signaling as being pathologically relevant to breast cancers *in vivo*. Furthermore, our analysis demonstrates how molecular data can be combined with clinical data such as patient age to uncover associations that may not have been evident when considering either clinical or molecular data alone.

While we observed coordinate expression of E2-regulated genes in ERα+ breast tumors, we did not observe enrichment for E2-induced genes in ERα+ breast tumors compared to ERα- tumors as we might have expected. These observations are consistent with those of previous microarray analyses [10,31], indicating that there may be more to the molecular differences between ERα+ and ERα- tumors than simply a loss of estrogen signaling in the ERα- tumors. This disparity may be accounted for in part by the fact that ERα- tumors are more aggressive and express cell proliferation genes more than ERα-positive tumors [15,32], and, therefore, similarities between cells proliferating in response to E2 *in vitro *and cells within tumors with a high proliferative index would be expected.

We also observed that E2-inducible *myc *expression plays an important role in the estrogen transcription network. Genes induced by E2 were enriched for transcriptional targets of *myc*. The public Oncomine database of cancer gene expression [33,34] showed Myc to be over-expressed in ERα- tumors compared to ERα+ tumors in multiple breast tumor datasets. We find in this study that genes involved in the *myc *network were coordinately expressed with Myc in both ERα- and ERα+ tumors. This observation indicates that the *myc *pathway, which is essential for E2-mediated growth, remains active in the ERα- tumors, and is not shut down along with other components of the estrogen pathway with the loss of ERα expression. The presence of a gene expression signature for *myc *activation within the E2-induction signature may further explain in part the discordance we observed between the E2 signature and the gene expression differences between ERα+ and ERα- breast tumors, as the *myc *portion of the E2 signature is enriched in the ERα- rather than the ERα+ tumors. However, when we removed candidate *myc *targets from the E2 signature, we still did not observe enrichment of the remaining E2-inducible genes within the ERα+ tumors (results not shown). As more experimental *in vitro *signatures become available (for example, signatures of activation for genes other than *myc*), it may be possible to further dissect the E2 signature into meaningful subgroups.

In future studies, we plan to examine the functional roles of specific genes arising from our E2-regulated gene signatures, as well as their relevance to such clinical variables as patient response to therapy. By combining *in vitro *gene expression data on E2 stimulation with our xenograft data, as well as with data from human tumors, we can better select for genes having critical roles in the estrogen response in breast cancer, such as *GREB1*, which has recently been shown by our group to be a critical regulator of hormone dependent breast cancer [5]. We also plan to further explore the gene expression differences between ERα+ and ERα- tumors, and whether genes other than the ER gene might be involved in the ERα- phenotype.

## Materials and methods

### Cell lines, culture conditions and growth assays

Tumor cell lines were maintained and growth assays performed as described previously [5]. For defined estrogen culture experiments, cells were washed and grown in steroid depleted media (phenol red-free IMEM (Improved Minimal Essential Media) supplemented with 10% charcoal stripped calf bovine serum; Valley Biomedical Products, Winchester, VA, USA) as described previously [5].

### MCF-7 xenograft model

MCF-7 cells (about 10^7^) were inoculated subcutaneously in the mammary fat pad region of 6-week old ovariectomized athymic nude mice containing sustained-released E2 pellets (0.72 mg/pellet, 60-day release; Innovative Research of America, Sarasota, FL, USA) as described previously [5]. After 4 weeks, the mice were randomized into control (continued E2 supplementation) or E2 withdrawal (surgical removal of pellet). Tumors were excised 24 and 48 h later, RNA extracted and global gene expression patterns were obtained using the Affymetrix GeneChip as described below. All animal experiments were performed according to a protocol approved by the University of Michigan Guideline for Use and Care of Animals in compliance with US and UKCCCR (Unite Kingdom Coordinating Committee on Cancer Research) guidelines [35].

### RNA extraction

Total RNA was isolated using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacture's instructions. Yield and quality were determined by spectrophotometry (Beckman DU 640, Beckman Coulter, Inc., Fullerton, CA, USA) and using a Bioanalyzer RNA 6000 Nano chip (Agilent Technologies, Palo Alto, CA, USA). All samples were stored at -80°C. RNA for microarray analysis was labeled and hybridized according to the Affymetrix protocol (Affymetrix GeneChip Expression Analysis Technical Manual, Rev. 3) by the University of Michigan Comprehensive Cancer Center Affymetrix and cDNA Microarray Core Facility.

### Affymetrix microarray analysis

Gene expression patterns were determined using Affymetrix Genechip Arrays. Arrays were normalized and compared using DNA-Chip Analyzer software (dChip) [36]. Array data has been deposited in the public Gene Expression Omnibus (GEO) database, accession GSE3834. The MCF-7 *in vitro *profiles were generated using the Affymetrix U133A platform, while the other profiles were generated on the U133 Plus 2.0 platform; we therefore considered only the 22,283 probe sets shared between the two platforms in our analysis. Gene expression values were log-transformed. Expression values within each cell line were first transformed to standard deviations from the mean. Two-sample *t* tests were performed as criteria for determining significant differences in mean gene mRNA levels between groups of samples. Expression values were visualized as color maps using the Cluster and Java TreeView software [37]. GO annotation terms were obtained and searched for enrichment within gene sets as described in [29], with GO terms applying to 10 or more genes being considered for enrichment, and with a '*q*-value,' using the method in [38], indicating significance after correcting for multiple term testing. Significance of overlap between two independently derived gene sets (for example, a given estrogen-regulated gene cluster and Myc target genes) was determined by one-sided Fisher's exact test.

When mapping genes across our estrogen mRNA profiling datasets (time course, xenograft, and datasets from [5]), the Affymetrix probe Id (corresponding to a specific mRNA transcript) was used. When mapping genes from our estrogen datasets to independent datasets from other laboratories and other platforms, the gene symbol was used; where a gene was represented multiple times on a given platform, the gene with the most significant patterns of interest was used (for example, most correlated with ERα expression in either direction for the dataset from [14]). For the Myc profiling dataset from [22], values within each of the three experiments were first transformed to standard deviations from the mean, and a *t* test determined significance between a conditional Myc-ER fusion protein activated by 4-hydroxytamoxifen (Myc-ER+OHT) and control+OHT groups. The xenograft profiling experiments were carried out on two separate dates (two profiles +E2, two profiles -E2 on each occasion), and so expression values within each batch of profiles were first transformed to standard deviations from the mean before comparing the +E2 and -E2 groups.

GSEA was carried out essentially as described in [16], with the exception that our tests were one-sided (as in [17]). Briefly, the common population of genes represented in the given *in vivo *tumor profile dataset and our E2 Affymetrix dataset were ranked based on a particular metric applied to the expression values in the tumor dataset (for example, correlation with ERα expression). The significance of the positions of a given gene set of interest (for example, estrogen-regulated gene cluster) being located near the top of the ranked list was assessed by the Kolmogorov-Smirnov score, from which an 'ES' statistic was derived. If a gene was represented more than once on a given platform, then the highest ranking for the gene was used for the GSEA. The significance of the ES statistic was determined by carrying out the same analysis using 1,000 random permutations of the sample labels in the tumor dataset.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a table providing a complete list of genes regulated by E2 *in vitro *in each of the eight gene clusters shown in Figure 1.

## Supplementary Material

Additional File 1 Complete list of genes regulated by E2 *in vitro *in each of the eight gene clusters shown in Figure 1. 

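The supplementary list names 1911 induced and 1375 repressed transcripts in its 8 clusters. Among them, 1579 of the induced, with MYC, GREB1 and TFF1, and 1110 of the repressed, with IL1R1 and YPEL5, passed unadjusted p 0.01 in the same direction in limma. With the methods' t-test 1760 and 1252 did.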

Click here for file

## Figures and Tables

**Figure 1:**
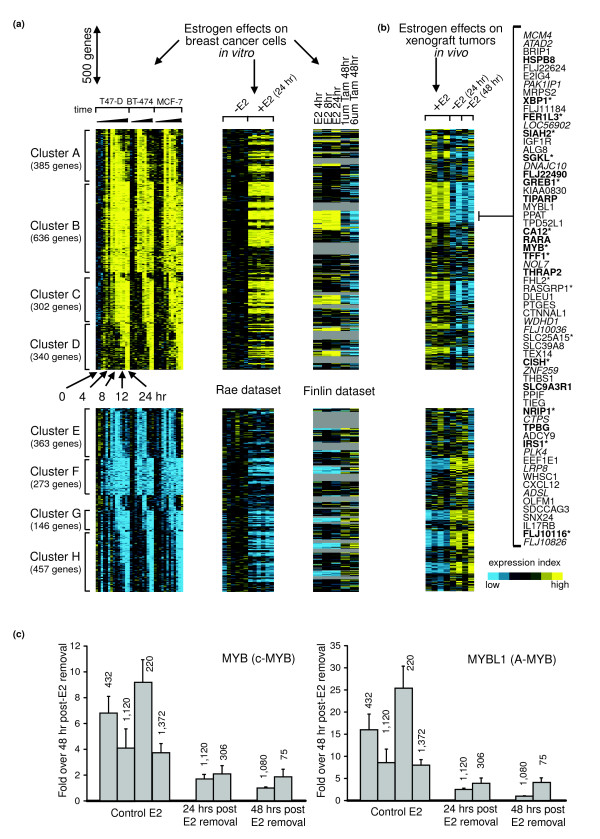
Gene expression signatures of estrogen regulation *in vitro *and *in vivo*. **(a) **Expression data matrix of genes showing either induction or repression by E2 *in vitro *(*p *< 0.01 at 4, 8, 12, or 24 hour time points). Each row represents a gene; each column represents a sample. The level of expression of each gene in each sample is represented using a yellow-blue color scale (yellow, high expression); gray indicates missing data. Shown alongside our *in vitro *time course dataset are the expression values for the corresponding genes in two independent mRNA profile datasets of E2-treated breast cells ('Rae' dataset from [5] of cell lines MCF-7, BT-474, and T47-D; 'Finlin' dataset from [11] of MCF-7). **(b) **Alongside the *in vitro *datasets are the corresponding values for MCF-7 xenografts with or without E2 supplementation (E2 withdrawn for 24 hours and 48 hours in the -E2 group). Genes in cluster 'B' (a) that show significant up-regulation by E2 in each of the four datasets are listed (an asterisk indicates positively correlated (*p *< 0.05) with age-correlation ERα expression (Figure 2); bold type indicates having higher expression in ERα+ compared to ERα- breast tumors (*p *< 0.01) according to the 'van't Veer' dataset from [15]); italics indicates having higher expression in ERα- compared to ERα+ breast tumors). **(c) **Genes *MYB *(c-myb) and *MYBL1 *(A-MYB) are regulated by E2 *in vivo*. Expression patterns for genes from (b) were validated by RT-PCR. Shown are the mean and standard deviation of individual samples assayed in triplicate. Tumor volumes (expressed in mm^3^) are shown above each bar.

**Figure 2:**
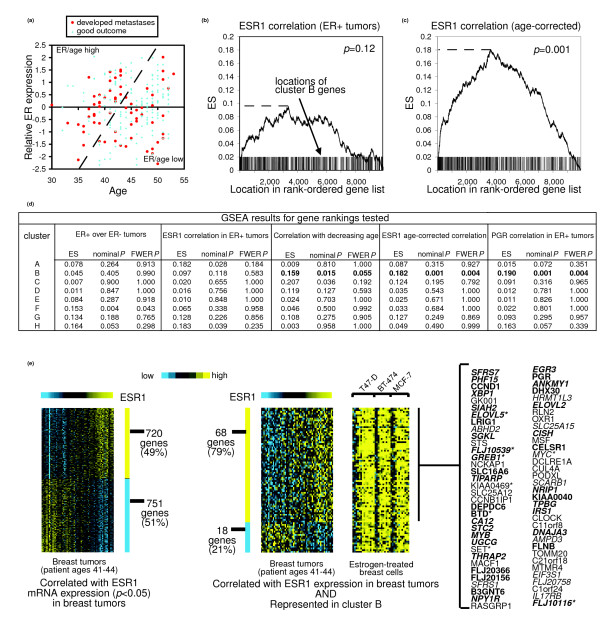
A significant number of genes induced by E2 *in vitro *are correlated with age-corrected mRNA expression of ERα in human breast tumors. **(a) **Scatter plot of ERα expression versus age in ERα+ breast tumor samples from the profile data from [14]. The dotted line is used to stratify the samples into ER/age high (above the line) and ER/age low (below the line) groups. Figure adapted from [18]. **(b) **GSEA of the cluster B genes (induced early by E2 and sustained over time; Figure 1a) against the overall ranking of genes according to similarity with ERα mRNA (*ESR1*) expression in the cohort of ERα+ breast tumor profiles from [14]. The ES statistic (the maximum of the ES running sum) is high if many genes in the set of interest appear near the top of the ranked list. Vertical bars along the ES plot denote occurrences of a cluster B gene. **(c) **GSEA of the cluster B genes against gene ranking by similarity with *ESR1 *expression as corrected for patient age (using dotted line in (a)). **(d) **GSEA results for estrogen-regulated gene clusters A to H against four different gene rankings tested. The FWER *p*-value corrects for multiple gene set testing. **(e) **Enrichment of cluster B genes within the set of genes showing positive correlation (*p *< 0.05) with *ESR1 *expression in a set of tumor profiles from patients within a narrow age range of 41 to 44 years. In the gene list: an asterisk indicates negatively correlated (*p *< 0.05) with age in ERα+ tumors; bold type indicates having higher expression in ERα+ compared to ERα- breast tumors (*p *< 0.01); and italics indicate induced by E2 in breast tumor xenografts (*p *< 0.05; Figure 1b).

**Figure 3:**
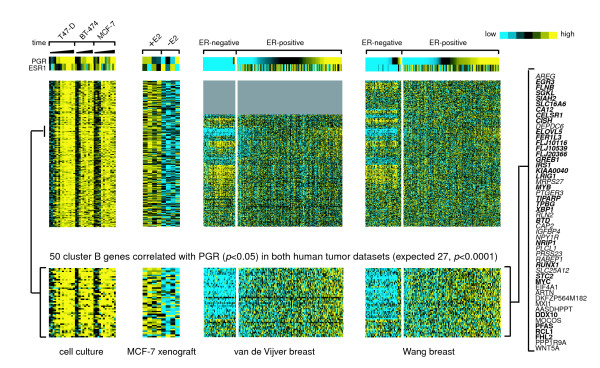
E2-inducible genes are enriched in ER+/PR+ breast tumors compared to ER+/PR- breast tumors. Expression patterns for the cluster B genes (induced by E2 *in vitro *within 4 hours; Figure 1a) are shown alongside the corresponding patterns in MCF-7 xenografts (Figure 1b) and in two independent breast tumor datasets from van de Vijver *et al*. [14] and Wang *et al*. [20]. Genes showing significant correlation with PGR in both van de Vijver and Wang datasets (*p *< 0.05 in each) are highlighted and listed: italics indicate more highly expressed in ER+ compared to ER- tumors (*p *< 0.01); bold type indicates significantly correlated with age-corrected ER expression (*p *< 0.05; see Figure 2). Enrichment *p* value by one-sided Fisher's exact test.

**Figure 4:**
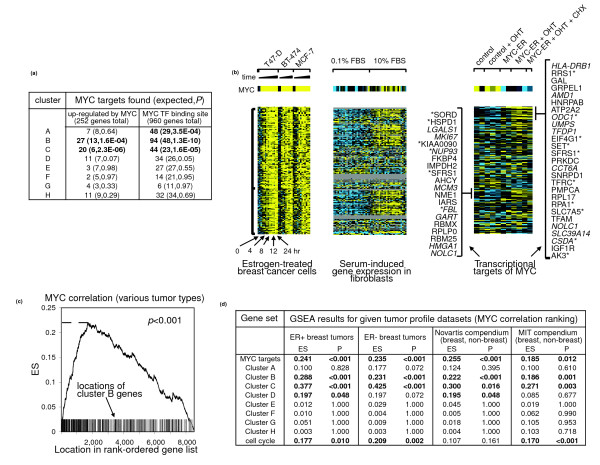
Genes induced by E2 *in vitro *are enriched for transcriptional targets of Myc. A conditional Myc-estrogen receptor (Myc-ER) fusion protein was used to induce Myc transcriptional activity. Conditional activation of Myc occurs upon stimulation with the anti-estrogen 4-hydroxytamoxifen (OHT). Gene expression profiles were taken of primary human fibroblasts with Myc-ER to identify transcriptional targets of Myc [22] (CHX, cycloheximide). **(a) **Enrichment of Myc targets (*p *< 0.01) within each of the distinct clusters of estrogen-regulated genes (Figure 1). Values indicating significance of overlap (*p *< 0.05) between two given genes sets are in bold. **(b) **Expression data matrix for cluster B and C genes that were also represented in the Myc-ER dataset, alongside the corresponding values in both the Myc-ER dataset and in a profile dataset from [26] of human fibroblasts grown in high and low serum conditions, in which Myc is up-regulated in the high serum group. Myc targets (*p *< 0.01) are listed (asterisk indicates has predicted Myc TF site in promoter region; italics indicate cell cycle gene from [13]). **(c) **GSEA of the cluster B genes against the overall ranking of genes according to similarity with *myc *mRNA expression in a compendium of tumor profiles from breast and 10 other tissues types from [24]. **(d) **GSEA results for estrogen-regulated gene clusters A to H, genes induced by Myc-ER+OHT in fibroblasts (*p *< 0.01), and cell cycle genes [13], against gene rankings by Myc correlation in four different datasets (clusters A to H, FWER *p*, Myc and cell cycle, nominal *p*).

How the deposited data were processed for this re-analysis (not part of the article)

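The authors' deposited log2 probe set signals were used as they stand. Per the methods they had been normalized and compared with dChip and log-transformed by the authors. The dChip version, the probe set model and which arrays were normalized together are not given in the sources used here. From the number of decimals and the medians, 3 sets seem to have been handled apart, the MCF-7 cultures, the T47D and BT-474 cultures, and the xenografts. No array values were centered, floored or changed before the comparisons, and no signal level was compared between sets. Log2 changes were compared between sets, in the interaction test and the correlations. The interquartile range of an array was 2.282 to 2.671 in MCF-7 cultures and 3.155 to 3.964 in T47D and BT-474 cultures. Sizes of log2 changes may therefore not be on a single scale.

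The U133A file held 22,283 probe sets and the U133 Plus 2.0 file 54,675, of which 22,277 were shared, because 6 control probe sets were on U133A alone. Without 62 control probe sets, 22,215 were tested. Of these, 19,065 carried 1 gene symbol (11,963 genes), 1043 several and 2107 none. On U133 Plus 2.0 alone 32,398 probe sets were tested for the xenografts.

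All comparisons were made in limma 3.58.1 with R 4.3.3 (lmFit and eBayes, two-sided), and p was adjusted by the Benjamini-Hochberg method within each comparison. The culture fit took 30 arrays with the cell line and the time as factors (23 residual degrees of freedom), and the xenograft fit 8 arrays with E2 and the profiling occasion (5 residual degrees of freedom). A probe set was called at adjusted p under 0.05. Counts at unadjusted p under 0.01 and 0.001 follow the thresholds of the paper. The difference between lines was tested by the F test of the line by time interaction over 3 lines and 4 times, with a mean per line and time. Arrays at 1 and 2 h were compared with 0 h in a fit of all 39 culture arrays. For the chance level, time labels were permuted within each line 99 times. The methods' t-test was also run on standard deviations from the mean of each line or occasion. Fisher's exact test, one-sided for a higher share, compared clusters with other probe sets or, for gene lists, with other genes, and it was not run on cluster D. This test and the confidence intervals of shares take probe sets or genes as independent and hold no spread between samples.

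Gene lists were tested with camera, once with the preset correlation of 0.01 and once with the correlation estimated from the data, and with fry, on the brightest probe set of each gene. The p of fry tests a move in a single direction and its mixed p a move in either. P was adjusted over the 20 lists, and counts of called genes are given over all probes and adjusted over the list alone. The lists were estrogen-induced targets, genes known to fall with estrogen, DNA replication and G1/S, mitosis and G2/M, ribosome biogenesis, protein folding chaperones, known MYC-induced genes, immediate early genes, cholesterol synthesis, unfolded protein and amino acid stress response, interferon response, hypoxia response, apoptosis regulators, Golgi residents, luminal identity, hormone receptors and coregulators, stromal and connective tissue markers, immune and blood markers, endothelial, fat, muscle and skin markers, and housekeeping genes. They were written from general knowledge. Some genes are on more than 1 list, such as RARA and PGR (estrogen-induced targets and receptors), EGR3 and FOS (estrogen-induced targets and immediate early genes) and BIK (genes known to fall and apoptosis regulators). The comparisons, the lists, the rule for named genes and all alternatives but those named as later additions were fixed before the data were examined.

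Genes were named by a rule. It took the 10 largest rises and the 10 largest falls at 4 h, at 24 h and in the xenografts among called probe sets with exactly 1 symbol, a mean log2 signal in the higher group at or above the median of the shared probe sets, and the same direction in each of 3 lines or at both occasions, with 1 probe set per gene. It added MYB, MYBL1, GREB1, PGR, MYC and ESR1, and up to 4 members of each list with the smallest adjusted p. Genes named outside it, such as those at 1 and 2 h, of single clusters or without a trend in culture, were chosen after their values were seen.

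In a self-test, known changes were added to simulated arrays with the spread of real arrays of the same condition. The simulated arrays held no difference between lines in their response, which enters the spread of the real culture fit. The culture shares below thus describe quieter data than the real ones. In the 24 h comparison limma recovered 74.2 % of changes of log2 0.5, 100 % of log2 1 and 100 % of log2 2, with 2.66 % false calls. In the xenograft comparison it recovered 6.06 %, 71.6 % and 95.5 %, with 3.33 % false calls.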

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

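The tests of a stronger E2 response in T47D and of a deeper loss of the E2 response in a single tumor were chosen only after the result was seen, as were the values with a single T47D control and the gene list medians of that tumor.

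A test for single samples far from the rest of their group was run on 70 groups and singled out 9 samples, where chance gives about 1 in 20 groups, or 3.5. T47D at 0 h, replicate 1, had a 3' minus 5' difference of 6.68 for GAPDH (other 0 h arrays -0.01 to 0.93) and of 7.76 for ACTB (others -0.97 to 2.00). MCF-7 at 4 h, replicate B, had an ACTB difference of -0.88 (others 0.20 to 0.83), and MCF-7 at 8 h, replicate A, a GAPDH difference of 0.44 (others -0.05 to 0.10). Among tumors with continued E2, replicate 8 had HSPB8 at 11.2 (others 10.9) and replicate 6 PIK3R3 at 7.70 (others 7.84 to 7.85). Among withdrawn tumors replicate 4, taken at 48 h, had HSPB8 at 8.37 (others 9.01 to 9.03), PGR at 4.41 (others 3.01 to 3.17) and the dimmer of the ESR1 probe sets at 5.45 (others 6.34 to 6.45).

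The response to E2 differed between the lines by the interaction test for 4814 probe sets over all 3 lines, 4856 between MCF-7 and T47D, 4497 between T47D and BT-474, and 309 between MCF-7 and BT-474. Among the probe sets of the genes named in the cultures 28 of 39 differed. MYC (adjusted p = 1.28e-06), CYP1A1 (1.13e-08), CYP1B1 (0.0338) and PGR (2.92e-05) were among those. Further rising genes with a difference were CXCL12 (6.77e-07), UGCG (0.000134), HSPB8 (0.00082), STC2 (7.61e-08), THBS1 (0.000117), TOP2A (0.00429), TFF1 (0.00121), OLFM1 (3.77e-08), NUSAP1 (0.00226) and MYB (0.00427). Falling genes with a difference were CCNG2 (0.000208), SH3BP4 (0.000696), HILPDA (0.0261), DYRK1B (0.0424), BLNK (0.0451), IL1R1 (0.000242), CEACAM6 (0.0151), ATXN1 (0.0146), YPEL5 (0.0166), BTG1 (0.0269), EPAS1 (0.00124), DKK1 (0.00732) and CAMK2N1 (0.0182), and ESR1, not called at 24 h, differed by its brighter probe set (0.014) and not by its dimmer (0.599). The change was largest in T47D for 12 of the 28, in MCF-7 for 12 and in BT-474 for 4. Sizes of change in MCF-7, on another array type, may not be on the scale of the other lines.

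In fits of each line alone T47D cultures gave 5658 to 7009 calls at a single time, BT-474 129 to 271 and MCF-7 34 to 809. RNA quality of the 0 h controls is a candidate explanation, since the difference between 2 h arrays with high and low 3' to 5' ratios, taken from MCF-7 and BT-474, correlated with the T47D change at -0.437, and with the MCF-7 and BT-474 changes at 0.0508 and 0.0518. It stood at -0.517 for replicate 1 of the controls and at -0.297 for replicate 2, whose ratios were closer to those of other arrays, and with replicate 2 as the sole control there were still 5909 to 6951 calls. A stronger E2 response in T47D cannot be told apart from this, because both controls had raised ratios, and the estrogen-induced targets had a median 24 h change of 1.32 in T47D, 0.88 in BT-474 and 0.68 in MCF-7, 1.49 times the larger of the others.

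The tumor withdrawn for 48 h as replicate 4 stood apart, with a mean correlation of 0.9597 with the other tumors, whose own means were 0.974 to 0.9819. RNA quality as the whole reason is argued against by a correlation of -0.0146 between its difference from the other 48 h tumor and the RNA-quality difference of the 2 h arrays. A stromal list was lower on it (-0.54). The host is a mouse and the probe sets are for human genes, so that value cannot decide about host cells. A general deeper loss of the E2 response is argued against by a correlation of -0.0949 with the change after 24 h of withdrawal. The estrogen-induced targets were lower on it (median -0.96), with 4 of 27 higher. Ribosome biogenesis (-0.335, 3 of 22 higher) and the known MYC-induced genes (-0.175, 4 of 23) were lower too, and genes known to fall were higher (0.326, 7 of 10). Replication genes stood at -0.206 (15 of 35 higher), mitosis genes at -0.038 (15 of 31) and chaperones at 0.0307 (14 of 23). A deeper loss in part of the response thus stays open, as do more host cells, a different tumor and differences in handling. A different tumor and differences in handling were not tested.

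Data outside the paper's comparisons held 3 further signals. At 1 h of E2 11 probe sets were called, all up, and at 2 h 94, with 89 up and 5 down. On the probe sets of U133 Plus 2.0 alone 162 were called in the tumors.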

How the results depend on the processing

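Alternatives added after the values were seen were the 3' to 5' ratio as a covariate, the interaction, gene list and 2 h comparisons without T47D, the fit without 2 h arrays of high ratio, the U133 Plus 2.0 probe sets with each withdrawal time alone, and quantile normalization for the gene lists. No called change of a named gene turned its direction under the alternatives run, while the uncalled values of ESR1 in culture and of ESR1 and PGR in the tumors changed sign under some. No alternative with a floor was run, because the values came as log2. Unless its construction shows it (fewer arrays), the cause was not tested.

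Culture counts of called probe sets were 328, 886, 602 and 1986 at 4, 8, 12 and 24 h. Quantile normalization gave 940 at 12 h (419 up, 521 down), and all 39 arrays gave 212 at 4 h. A mean per line and time, which removes differences between lines from the spread, gave 2077, 4489, 2393 and 4133, and 7206 past p 0.01 at any time. The methods' t-test gave 272 at 12 h and 824 at 24 h. Without BT-474 there were 146 calls at 4 h, without T47D 141, 124, 328 and 917 at the 4 times (85 up and 243 down at 12 h and 250 and 667 at 24 h, beside 307 and 295, and 1067 and 919, with all lines), and without MCF-7 795 at 4 h and 2031 at 8 h. With the ratio covariate there were 492 at 8 h and 1318 at 24 h. The other alternatives, apart from single arrays left out, stayed within 1.5 times of these counts.

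Leaving out single arrays gave 177 to 444 at 4 h, 347 to 2103 at 8 h, 304 to 854 at 12 h, 1412 to 2584 at 24 h and 3536 to 5315 past p 0.01 at any time. At 4 h the arrays that moved the count were T47D 0 h replicate 2 (177), T47D 4 h replicate 7 (177) and BT-474 4 h replicates 19 (188) and 20 (201). At 8 h they were MCF-7 0 h A (1354) and B (2103), MCF-7 8 h A (560), T47D 0 h replicates 1 (478) and 2 (347), T47D 8 h replicates 9 (392) and 10 (401) and BT-474 8 h replicate 22 (543), and at 12 h T47D 0 h replicate 1 (344) and T47D 12 h replicates 11 (312) and 12 (304). The left-out array's partner is then assumed to vary like the other groups.

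MCF-7 arrays carry the letters A and B, whose meaning is not given in the sources used here. Of 10 pairings between times, 9 had letters correlating above 0.1 (lowest -0.0203, median 0.457, highest 0.786), and 10 of 10 arrays correlated best with their own letter, a hint from the data alone. With the letter as a block the counts were 380, 1020, 747 and 2307, and 4967 past p 0.01. The fits of MCF-7 alone and the interaction test had no such block.

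In the tumors 270 probe sets were called. The count was 28 without the occasion term, 1187 with the methods' t-test, 124 with 24 h of withdrawal alone and 1 with 48 h alone. Averaging arrays that share a title number, so fewer arrays, left 0 in limma (2551 at unadjusted p under 0.05). Leaving out tumors gave 12 (continued replicate 8) to 1458 (48 h replicate 4), with 25, 144, 29, 27 and 26 without replicates 2, 3, 5, 6 and 7. Upward past p 0.01, the 822 became 392 without the occasion term, 1313 with the t-test, 382 averaged and 258 with 48 h alone, and 437 to 1327 without single tumors (509, 1327, 547, 543 and 437 without replicates 2, 4, 6, 7 and 8). Past 1.5-fold, the 484 became 727 with 48 h alone and 365 to 706 without single tumors. Those without a trend in culture, 46, became 104 with 48 h alone and 34 to 72 without single tumors (72 without 24 h replicate 1).

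Cluster shares were, over single tumors left out, 13.3 to 30.3 % for A, 34.7 to 51.2 % for B, 34.4 to 51.2 % for C, 14.7 to 24.5 % for D, 1.71 to 6.1 % for E, 20.1 to 43.4 % for F, 31.8 to 50.3 % for G and 21.5 to 41.6 % for H. With 48 h alone, A to H gave 7.36, 24.3, 19.9, 8.42, 1.22, 15.8, 21.7 and 22.1 %, beside 4.93, 4.3, 4.74, 4.91, 3.6, 3.38, 3.42 and 3.13 % of the other probe sets. Without the occasion term they gave 11.3, 31.2, 27.7, 13.4, 0.488, 15.8, 27.4 and 23.5 %, beside 4.95, 4.16, 4.71, 4.93, 3.26, 3.03, 3.03 and 2.74 %. With all tumors the other probe sets stood at 8.72, 7.78, 8.44, 8.76, 6.25, 5.86, 5.92 and 5.49 %, so under both alternatives the shares fell in the clusters and outside them. Cluster D was at 26.8 % with the t-test and at 14.7, 15.3, 16.3, 15.5 and 15.5 % without replicates 2, 5, 6, 7 and 8. U133 Plus 2.0 probe sets called, 162, became 18 with 24 h alone, 2 with 48 h alone and 7 to 519 without single tumors (10, 56, 519, 8, 8, 10 and 7 without replicates 2 to 8).

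The interaction count of 4814 became 269 without T47D and 3721 to 6005 without single arrays. The 1 h count of 11 became 17 without the 2 h arrays of high ratio and 6 to 16 without single arrays (7 and 6 without T47D 1 h replicates 3 and 4). The 2 h count of 94 became 41 without T47D, 61 without the arrays of high ratio and 60 to 202 without single arrays (151 without MCF-7 0 h B, 60 without T47D 0 h replicate 2, 202 without T47D 2 h replicate 6). The 24 h correlation of MCF-7 with T47D was 0.15 after quantile normalization and 0.159 without the dimmest probe sets, and without those the correlation with the tumors was 0.384 for MCF-7, 0.33 for T47D and 0.329 for BT-474. Gene lists called were 8, 10 and 11 at 4 h, at 24 h and in the tumors, 2, 4 and 3 with an estimated correlation (the 3 in the tumors at adjusted p = 0.0599 when the mean over probe sets was also taken), and 4 at 4 h without T47D.

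The time labels were exchanged 99 times within lines, array by array. Only if arrays of the same line and time are separate cultures, which is not given, can chance be excluded for the culture counts. These were the counts at 4 h (real 328, highest other 11, 1 of 100 as large), 8 h (886, 358, 1 of 100), 12 h (602, 988, 2 of 100) and 24 h (1986, 212, 1 of 100) and the 4606 past p 0.01 (highest other 3981, 1 of 100). An exchange gave more calls than the real 12 h count (988), and the reason was not tested. For the tumors 1 of 34 splits, the real one, called as many (270, highest other 0). Of the 34, 18 are balanced over the occasions, as the real split is, and these are too few for a share under 0.05. Chance is therefore not excluded for the tumor count, even if all 8 are separate samples. Arrays with a shared title number stay together in 3 of 35 splits, of which 2 could be fitted (270 and 0 calls), and these are too few for a share under 0.05.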

Differences from the paper's values

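Cluster E had 1.95 % of its transcripts down in the xenografts, beside the paper's 4 %. Among the alternatives set before the data were examined, removing the dimmest probe sets (3.12 %), the methods' t-test (3.66 %) and 24 h of withdrawal alone (4.39 %) came within 1.5 times of the paper's value. Quantile normalization (2.2 %), no occasion term (0.488 %), averaging (1.22 %) and 48 h alone (1.22 %) did not. Leaving out 24 h replicate 1 (2.93 %) or 48 h replicate 3 (2.68 %) did, and leaving out another tumor (1.71, 2.2 or 6.1 %) did not.

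Transcripts induced past p 0.05 and 1.5-fold in the xenografts with p above 0.20 in culture numbered 46, beside the paper's 97, which also required p above 0.20 in the Rae dataset. The values within 1.5 times were 104 with 48 h of withdrawal alone and 72 without 24 h replicate 1. Outside were quantile normalization (42), removing the dimmest probe sets (44), no occasion term (34), the methods' t-test (58), averaging (43), 24 h alone (35) and the other tumors left out (34 to 54).

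Genes induced past p 0.01 in the xenografts numbered 620, beside the paper's 1,073. Within 1.5 times were the methods' t-test (1002) and leaving out 48 h replicate 4 (972). Outside were quantile normalization (573), removing the dimmest probe sets (505), no occasion term (314), averaging (293), 24 h alone (489), 48 h alone (205) and the other tumors left out (343 to 685).

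Exchanged labels gave a mean of 14.6 % of the transcripts past p 0.01 and 4.11 % of those past p 0.001, beside the paper's 25 % and 9 %. With the methods' t-test, set before the data were examined, they gave 27.2 % and 9.8 %, within 1.5 times of the paper's values.

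With the methods' t-test, the paper's own stated test, the count induced in the xenografts past p 0.05 and 1.5-fold was 459, the paper's value. None of the probe sets past p 0.01 in limma passed in both directions, and 5 did with the t-test, beside the paper's 4. The files held 13 arrays of MCF-7 and 12 of BT-474, beside the paper's 10 and 10, and 10 of each are at 0, 4, 8, 12 and 24 h.

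The paper describes the 3 lines as much alike in their response to E2. Over all probe sets, most of which were not called, the 24 h changes correlated at 0.0467, 0.168 and 0.215 between lines. GREB1, MYBL1 and BAMBI moved the same way in each line without a called difference. At 24 h clusters B, C and D were up on average, and F, G and H down, in each of the 3 lines, while A and E differed in sign. These clusters were chosen on the same arrays, so their shared direction is a description. The paper places PGR among genes induced early, and in MCF-7 alone, where its signal lay below the median of the arrays, its 24 h change was 0.14, beside 2.70 in T47D and 3.30 in BT-474.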

Other observations

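The gene list comparisons without T47D were chosen only after the result was seen. At 1 h the fit of all 39 culture arrays has 3 arrays and none of BT-474, so its values need not equal the change of either line. In that fit TIPARP rose by 1.72 after 1 h (SE 0.24, adjusted p = 0.000165), GADD45B by 1.55 (SE 0.20, 0.000114), CISH by 1.02 (0.00452) and IRS2 by 1.01 (0.0205), besides MYC. After 2 h TIPARP stood at 1.71 (1.86e-06), STC2 at 1.85 (0.000349), CXCL12 at 1.80 (0.0478), MAFF at 1.72 (0.0209), KLF10 at 1.63 (1.3e-05), PFKFB3, which encodes an activator of glycolysis, at 1.62 (0.00116), NEDD9 at 1.59 (0.00157), MYB at 1.44 (1.91e-05), NRIP1 at 1.35 (0.000302), MYBL1 at 1.25 (0.014), RARA at 1.23 (1.47e-06) and EGR3 at 1.16 (0.035), on 6 arrays. At unadjusted p under 0.05 limma had 1164 probe sets at 1 h, where 0 were called down, and 2927 at 2 h. The paper's comparison leaves these times out, and the genes were chosen after their values were seen.

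Probe sets on U133 Plus 2.0 alone added genes to the tumor response, 94 up and 68 down. The cytokine gene IL20, of the same family as IL24, rose by 3.11 with E2 (SE 0.20, adjusted p = 0.00268), ZNF385B by 3.15 (SE 0.38, 0.0202), SYTL5 by 2.15 (0.0145), RMST by 1.64 (0.0121), PKIB by 1.60 (0.0202), RHOBTB3 by 1.57 (0.0202), CRISPLD1 by 1.51 (0.00388) and PRSS23 by 1.49 (0.00388). Falls were FAM107B (-1.58, 0.0202), TP53INP1 (-1.55, 0.0285), UTRN (-1.55, 0.0121), LNX1 (-1.45, 0.0199), the cell cycle inhibitor gene CDKN2B (-1.34, 0.0192), ERBB3 by a further probe set (-1.13, 0.0187), KITLG (-0.99, 0.0145) and CDK6 (-0.97, 0.0132). These genes too were chosen after their values were seen.

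Of 14 luminal identity genes ERBB3 and SPDEF (-1.07, SE 0.16, 0.0308) were called down in the tumors (4 adjusted over the list alone, median -0.35, camera adjusted p = 4.02e-06, 0.0376 with an estimated correlation, and 0.0599 with that and the mean over probe sets). At 4 h in culture 0 were called and 7 were higher (2 down adjusted over the list alone, median 0.001, 0.556). At 24 h in culture 5 fell (5 down and 1 up adjusted over the list alone, median -0.09, 0.0492), among them GATA3 (-0.32, SE 0.07, 0.00419), KRT7 (-0.73, SE 0.17, 0.00541) and SPDEF (-0.41, SE 0.10, 0.00665), a list call lost at adjusted p = 0.58 with an estimated correlation and at 0.294 with the mean over probe sets. Golgi residents in the tumors had 1 fall, FUT8 (-0.64, SE 0.10, 0.0335), and 2 adjusted over the list alone (median -0.12, 0.00989, and adjusted p = 0.0714 with an estimated correlation).

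Cholesterol synthesis genes were higher at 4 h (median 0.28, camera adjusted p = 0.000164) with 0 of 14 called in limma and 2 up adjusted over the list alone. The call was lost at adjusted p = 0.256 with an estimated correlation and at 0.732 without T47D, where the median was 0.03. At 24 h DHCR7 rose by 0.63 (SE 0.18, 0.0293) and the list was not called (median 0.15, 0.296), nor was it in the tumors (median 0.08, 0.619). Hypoxia genes went both ways at 24 h, with EGLN3 (-1.0, SE 0.26, 0.015) and NDRG1 (-0.79, SE 0.21, 0.0157) down and ALDOC (0.67, SE 0.20, 0.0307) and SLC2A1 (0.40, 0.0487) up of 15 (median 0.17, 0.432, with a median of -0.10 without T47D, and 0.13, 0.253 in the tumors). Interferon genes IFI6 (-0.62, SE 0.15, 0.00807) and IFIT1 (-0.52, SE 0.16, 0.0394) fell at 24 h, 2 of 16 (median -0.02, 0.319, and 0.06, 0.591 in the tumors). Hormone receptors and coregulators were not called in the tumors (median -0.07, 0.363, 2 up and 2 down adjusted over the list alone).

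Stromal and connective tissue markers were not called as a list at 24 h (median -0.004, 0.857), where FN1 fell by 0.61 (SE 0.14, 0.0068), nor in the tumors (median 0.21, 0.141), where COL1A1 stood at 0.69 (0.327). Immune and blood markers (median -0.04, 0.857, and 0.02, 0.872 in the tumors), endothelial, fat, muscle and skin markers (-0.02, 0.892, and -0.03, 0.541) and housekeeping genes (0.02, 0.892, and 0.04, 0.619) were not called either. Among housekeeping genes B2M fell by 0.35 at 24 h (SE 0.10, 0.0302).

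The difference between the effects after 24 h and after 48 h of withdrawal was called for 0 probe sets in limma (1033 at unadjusted p under 0.05), and the effects correlated at 0.415. Withdrawal time and profiling occasion cannot be told apart. The closest pair of arrays, both of T47D at 8 h, correlated at 0.996821 with a median absolute difference of 0.111, and no columns were identical.

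BT-474 arrays at 0 h carry titles of another series than the other BT-474 arrays. E2 goes with the series in each change of that line from 0 h. An effect of the series and an effect of E2 cannot be told apart in those changes. Changes from 2 to 24 h in BT-474 lie within a single series. Of the 2 arrays at 2 h, however, replicate 18 had high 3' minus 5' differences (2.72 for GAPDH and 6.20 for ACTB). RNA quality may therefore enter these changes, and MYBL1 spanned 5.148 to 6.23 between the 2 arrays. Between these times PGR went from 5.863 to 8.504, GREB1 from 7.744 to 9.598 and MYBL1 from 5.689 to 7.215, on 2 arrays each. MYC stood at 9.531 and 9.786, and MYB at 8.472 and 8.89. The planned test, a correlation of the mean BT-474 change with the difference between continued-E2 tumors of 2 series (0.369 over 19,711 probe sets), is void, because the BT-474 arrays with E2 belong to neither series of the tumors.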
